# Subclinical endometritis in dairy cattle is associated with distinct mRNA expression patterns in blood and endometrium

**DOI:** 10.1371/journal.pone.0220244

**Published:** 2019-08-02

**Authors:** Mariam Raliou, Doulaye Dembélé, Anna Düvel, Philippe Bolifraud, Julie Aubert, Tristan Mary-Huard, Dominique Rocha, François Piumi, Sophie Mockly, Maike Heppelmann, Isabelle Dieuzy-Labaye, Peter Zieger, David G. E. Smith, Hans-Joachim Schuberth, Iain Martin Sheldon, Olivier Sandra

## Abstract

Cattle with subclinical endometritis (SCE) are sub-fertile and diagnosing subclinical uterine disease remains a challenge. The hypothesis for this study was that endometrial inflammation is reflected in mRNA expression patterns of peripheral blood leucocytes. Transcriptome profiles were evaluated in healthy cows and in cows with SCE using circulating white blood cells (WBC) and endometrial biopsy samples collected from the same animals at 45–55 days postpartum. Bioinformatic analyses of microarray-based transcriptional data identified gene profiles associated with distinct biological functions in circulating WBC and endometrium. In circulating WBC, SCE promotes a pro-inflammatory environment, whereas functions related to tissue remodeling are also affected in the endometrium. Nineteen differentially expressed genes associated with SCE were common to both circulating WBC and the endometrium. Among these genes, transcript abundance of immune factors *C3*, *C2*, *LTF*, *PF4* and *TRAPPC13* were up-regulated in SCE cows at 45–55 days postpartum. Moreover, mRNA expression of *C3*, *CXCL8*, *LTF*, *TLR2* and *TRAPPC13* was temporally regulated during the postpartum period in circulating WBC of healthy cows compared with SCE cows. This observation might indicate an advantageous modulation of the immune system in healthy animals. The transcript abundance of these genes represents a potential source of indicators for postpartum uterine health.

## Introduction

In cattle, the postpartum period is associated with uterine tissue remodeling, restoration of immunological homeostasis and resumption of ovarian cyclicity necessary for subsequent fertility [1]. Unfortunately, postpartum infection of the uterus with pathogenic bacteria disrupts these physiological events in many dairy cattle [2], leading to the development of uterine diseases. Whilst the effects of clinical uterine diseases are often self-evident, subclinical uterine disease can also cause sub-fertility [3].

In dairy cattle, multi-pathogen bacterial infections of the genital tract occur after parturition [4]. During bacterial infection the immune cells and endometrial cells generate a local immune response against the pathogens to eliminate them from the uterus [2]. However, nearly half of animals develop some forms of postpartum uterine clinical disease, metritis or clinical endometritis, associated with a perturbed immune function [4,5]. More than 40% of animals also develop subclinical endometritis (SCE) [6] defined as an inflammation of the uterine endometrium, that can be detected by histology or cytology, in the absence of purulent material in the vagina [4].

The endometrium is not only a biological sensor able to fine-tune its physiology in response to the presence of embryo [7,8], but it represents the first line of defence against invading bacteria. Bovine epithelial and stromal cells of endometrial origin expressed Toll-like receptors (TLRs) suggesting that these cells have the potential to recognize and respond to a bacterial infection via these receptors [9,10,11,12]. The TLRs and their associated inflammatory mediators are known to contribute to endometritis and pregnancy disorders [13]. In addition, endometritis has also been associated with altered levels of pro-inflammatory cytokines gene expression due to impaired activation of inflammation and clearance of uterine bacteria [14]. Microarray studies have also reported that clinical endometritis and SCE were associated with modified expression levels of endometrial genes linked to the immune system, cell adhesion, regulation of apoptotic signaling, G-protein coupled receptors signaling pathways and chemotaxis in cattle [15]. Interleukins (*IL6*, *IL1*, and *TNFA)* and chemokines (*CXCL5* and *CXCL8)* have been suggested as potential endometrial biomarkers for SCE in cattle [16]. It has been reported that the immune capability of the uterus is influenced by steroid hormones, especially luteal progesterone, which increases the susceptibility of the postpartum endometrium to infection in dairy cattle and sheep [17,18,19]. Nevertheless, robustness of endometrial biomarkers for SCE when considering reproductive cycle has not been investigated.

Subclinical endometritis may not only be associated with modifications of molecular pathways in the endometrium but also in the systemic environment. Postpartum SCE at 45–55 days post-partum was associated with an increase in total number of blood mononuclear cells and the higher expression of genes encoding inflammatory mediators, including *TNF*, *IL12* and *CXCL8* [20], complement proteins (*C2*, *C3*), pathogen recognition receptors (*TLR2*, *TLR4*), antimicrobial peptides (*DEFB*, *S100A8*) and acute phase proteins (*SAA1*, *SAA3*) [5]. Conversely, lower levels of peripheral blood cell expression of *IL1B* may contribute to the development of metritis [21]. In addition, a recent study demonstrated that the levels of TNF-α, IL-6, IL-10, as well as acute phase proteins (Hp) and serum amyloid A (SAA), were significantly higher in the serum of cows with SCE compared with control animals in early post-partum [22]. However, it remains unclear how changes in gene profile of the endometrium relates to circulating white blood cells in animals with SCE [23].

The hypothesis for the present study was that endometrial inflammation was reflected in peripheral blood leucocytes at the transcriptional level. We aimed to determine and to explore the mRNA expression patterns in circulating white blood cells and endometrial biopsy samples collected from the same animals at 45–55 days postpartum (DPP). Using a microarray approach, global mRNA expression profiling was performed to identify genes and biological functions with altered expression in endometrium and in circulating white blood cells (WBC) from Holstein cows with postpartum SCE.

## Material and methods

### Ethics statement

This study was approved by the Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit (AZ 33.9-42502-05-09A/598). All procedures involving animals were carried out in accordance with German legislation on animal welfare.

### Study design, groups of animals, and source of bovine endometrium tissue

The study involved 26 multiparous Holstein-Friesian cows, between 4 and 10 years old, housed at the Farm for Education and Research at the University of Veterinary Medicine Animals (Hannover, Germany), as described [20]. No cow with clinical signs of pathology including post-parturient metritis, retained fetal membranes or mastitis was included in the study. All cows were followed from calving (Day 0) to 55 days postpartum (DPP). For blood sampling and collection of endometrial tissue, a complete general examination was carried out from 45 to 55 DPP. The gynecologic examination was performed at the time of sampling. To identify the subclinical animals (SCE) both histological and cytobrush analyses were performed as described [20]. Histological samples from cows were analyzed for the presence and semi-quantitative abundance of neutrophilic and eosinophilic granulocytes, lymphocytes, macrophages, and plasma cells. Based on the histology-based diagnosis of non-purulent endometritis at 45 to 55 DPP and in the absence of clinical signs of endometritis, cows were classified as “subclinical endometritis” (SCE, n = 9) or healthy (n = 17). For 22 animals (healthy, n = 14, SCE, n = 8), composition in immune cell types was determined in the circulating white blood cells fraction and proportion of the major cell types in the endometrial biopsies was determined based on their morphological appearance as previously described [20].

### Collection of endometrial biopsy samples

The stage of the estrous cycle was specified by ultrasonography as described previously [20]. Among 26 examined cows, the stage of estrous cycle could not be successfully specified for 8 of them and they were classified as “undetermined”. Whether a corpus luteum was detectable or absent, the remaining cows (n = 18) were considered to be in the luteal phase (LP; healthy, n = 6; SCE, n = 4) or in the follicular phase (FP; healthy, n = 7; SCE, n = 1) (S1 Table). At 45–55 DPP, endometrial biopsies were collected transcervically from the base of the uterine horn ipsilateral to the corpus luteum for the 5 SCE cows and the 10 healthy cows for which the stage of estrous cycle was unambiguously determined. Endometrial biopsies were immediately transferred into nitrogen (-169°C) then subsequently stored at -80°C for molecular analyses.

### Blood sampling using PAXgene

Blood was collected from the jugular vein into PAXgene Blood RNA Tubes (Becton Dickinson, Heidelberg, Germany) using a Becton Dickinson Vacutainer System (Becton Dickinson, Heidelberg, Germany) according to the manufacturer’s instructions. Among the 26 females enrolled in this study, analysis of immune cell types in blood was carried out for 22 cows (healthy, n = 14; SCE, n = 8) at 45–55 days post-partum (DPP, S1 Fig). At 45–55 days post-partum, for molecular analyses, total RNA material was available from 17 females (healthy, n = 10; SCE, n = 7) and from 15 females (endometrial biopsies). Regarding the time-course of RNA expression in peripheral blood cells, total RNA material was available at the three time points (1–4, 9–11 and 45–55 DPP) using PAXgene blood samples collected from 14 females (healthy, n = 10; SCE, n = 4; S1 Table). Immediately after blood collection, the PAXgene Blood RNA tubes were inverted gently eight to 10 times, stored between 2 and 6 hours at room temperature and frozen at -20°C for 24 hours followed by storage at -80°C as described previously [20].

### RNA isolation

Total ribonucleic acid (RNA) was isolated from endometrial biopsies as described previously [20]. Total RNA was isolated from PAXgene blood samples using the PAXgene Blood RNA system (PreAnalytiX, Qiagen/BD Company, France) according to the manufacturer’s instructions (manual procedure). Each PAXgene tube was incubated at room temperature for 2 hours and then centrifuged for 10 minutes at 4000 × *g* to remove red blood cells in the supernatant. The pellet was washed twice, resuspended in lysis buffer and incubated with protease K solution for 10 minutes to remove proteins. Samples were centrifuged for 3 minutes at 12000 × g and washed with 70% ethanol. Isolated total RNA was treated with 1 μl of DNase (RNase-Free DNase Set; Qiagen) for 15 minutes at room temperature to remove genomic DNA contamination. Quality and integrity of the total isolated and purified RNA were assessed using an Agilent 2100 Bioanalyzer (@bridge ICE -Iso Cell Express-, INRA, France: https://www6.jouy.inra.fr/ice). The RNA integrity number (RIN) of each RNA sample ranged from 8.5 to 9.5.

### Custom bovine gene expression microarray processing and hybridization

Transcriptional profiling was performed using a custom bovine array generated by merging the Agilent bovine 44K microarray (National Center for Biotechnology Information, Gene Expression Omnibus accession no 023647_B. taurus Oligo Microarray V2_1 and V2_4) with a non-commercial bovine INRA 22K (13,257-element bovine oligonucleotides array, Gene Expression Omnibus accession no. GPL2853). This custom bovine microarray was designed based on bovine annotated Ensembl transcripts (http://www.ensembl.org/index.html, genome assembly UMD3.1) and represented 19,479 transcripts. It was manufactured by Agilent Technologies using 60-mer oligonucleotides probes (Agilent eArray software; https://earray.chem.agilent.com/earray/) and an *in situ* synthesis printing process.

RNA labeling was performed using total RNA samples isolated from endometrial biopsies and WBC collected from the same animals, namely 4 SCE cows (3 females in LP; 1 female in FP) and 4 healthy cows (2 females in LP; 2 females in FP). In the SCE group, four females (FP, n = 1; LP, n = 3) were randomly drawn. In the “healthy” group, two females were randomly drawn in the “luteal phase” sub-group and two were randomly drawn in the “follicular phase” sub-group. The Agilent protocol “One-Color Microarray-Based Gene Expression Analysis–Low Input Quick Amp Labelling” version 6.5, May 2010 (Cat # G4140-90050) was used for RNA labeling. Briefly, complementary RNA (cRNA) samples were linearly amplified and labelled with cyanine 3 starting from 100 ng of total RNA. Following fragmentation, labelled cRNA were hybridized on the custom bovine gene expression array (8x60K) for 17 hours, rotating at 10 rpm for 65°C. Following washing, slides were scanned using an Agilent G2565CA microarray Scanner System, at a 3 μm resolution in a 20-bit scan mode, according to the “AgilentG3_GX_1Color” protocol. The microarray data were submitted to GEO (Gene Expression Omnibus) database (accession number GSE115667).

### Microarray analysis

Raw.tiff images were extracted using Agilent “Feature Extraction, version 10.10.1.1” following the “GE1_1010_Sep10” protocol. Median raw expression values were further normalized by the quantile method [24,25]. Differentially expressed genes (DEGs) were selected using the fold change rank ordering (FCROS) method [26] and the t-test relative to a threshold–TREAT- option of the LIMMA method [27]. The p-values obtained using TREAT were adjusted using the Benjamini & Hochberg method [28]. Finally a threshold is used to select significant genes.

### Principal component analyses and hierarchical clustering

Principal Component Analyses (PCA) were performed using the FactoMineR package [29] to check the dispersion estimates of the individual samples using the log2 transformed probe values. For each PCA, confidence ellipses around the categories are for the means of the categories (the empirical variance is divided by the number of observations) with a confidence level of 0.95.

### Ingenuity pathway analysis

Pathway analyses were performed to identify associations of the genes identified in WBC and endometrium studies with canonical pathways and gene networks. The pathways and networks were generated with Ingenuity Pathway Analysis (IPA; Ingenuity Systems, www.ingenuity.com). Two lists of genes, which were differentially expressed between SCE and healthy animals in WBC and endometrium at 45–55 DPP, were uploaded to the IPA tool. The IPA functional analysis tools identified the biological functions and/or pathways that were most significant (*p-value* < 0.05) according to a right-tailed Fisher exact test. The analysis includes canonical pathways overrepresented in gene lists, the integration of pathways into biological networks; predicted upstream regulators implicated in the cascade of mRNA expression changes. A *p-value* for a given function was calculated by considering the number of functional analysis molecules that participate in that function and the total number of molecules that are known to be associated with that function/pathway in the Ingenuity Knowledge Base. Functions and pathways with *p-value* < 0.05 were considered significant for a given list of differentially expressed genes (DEGs). The ratio indicates the number of genes for a particular pathway/ontology in a gene list compared to the total number of genes in a given pathway. Interaction networks for each list of DEGs were generated by identifying genes that serve as molecules of interest. These molecules of interest interact with other molecules in the Ingenuity Knowledge Base, and were identified as network-eligible molecules and used as molecules to generate a network.

### Analysis of mRNA expression by quantitative real-time PCR

Expression levels of selected candidate DEGs in circulating WBC (n = 9 DEGs) and in endometrial biopsy samples (n = 12 DEGs) were analyzed in SCE and healthy cows at 45–55 DPP. Quantitative real time PCR (RT-qPCR) was performed using circulating WBC (SCE, n = 7; healthy, n = 10) and available endometrial biopsies (SCE, n = 3; healthy, n = 10). For the RT-qPCR analyses carried out with WBC sampled from SCE cows, the 7 females were classified as “luteal” (n = 4), “follicular” (n = 1) or undetermined (n = 2). For the endometrial samples, the 3 SCE females were classified as “luteal”. For healthy animals, endometrial and WBC samples were collected from females in follicular phase (n = 5) and from females in luteal phase (n = 5) (S1 Table).

Temporal regulation of the selected candidate DEGs (n = 9) was investigated in circulating WBC collected at 1–4, 9–11 and 45–55 DPP of 10 healthy females (LP, n = 3, FP, n = 6 and undetermined, n = 1) and 4 SCE females (LP, n = 1; FP, n = 1; undetermined, n = 2). Specific primers (S2 Table) were designed for every candidate gene using NCBI Primer-BLAST [30]. To assess that cDNA amplification generated the expected fragment, every amplicon was sequenced and blasted on NCBI RNA bovine database to confirm its identity. First-strand complementary DNA (cDNA) was synthesized from 500 ng of purified total RNA using 0.025 μg Oligo(dT)_12-18_ as primers and 10U of SuperScript II Reverse Transcriptase enzyme (Invitrogen, France) in a 20 μl reaction volume according to the manufacturer’s instructions. The PCR reactions, consisting of 50 ng of cDNA, 15 μM concentration of primers and 7.5 μl of SYBR green Mastermix (Applied Biosystems), were carried out using the StepOnePlus Real-Time PCR System (Applied Biosystems, France), according to the relative standard curve method [31]. All PCR reactions were carried out in duplicate with a final reaction volume of 15 μl made up with RNase DNase-free water under the following cycling conditions: denaturation at 95°C for 10 minutes, followed by 45 cycles consisting of denaturation at 95°C for 15 seconds, annealing at 60°C for 60 seconds and DNA synthesis at 72°C for 40 seconds. Specificity for reaction products was controlled with their respective melting curves. A standard curve was included for each gene to generate arbitrary expression values for candidate genes. The Qbase software (Biogazelle,) based on the geNorm module [32] was used for analyzing quantitative PCR data. The geNorm module determined the expression stability of candidate references and the optimal number of reference genes. Five genes (*ACTB*, *B2M*, *GAPDH*, *RLP19* and *TPRG1L*) were tested to identify the most stable genes under the experimental conditions used in this study. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) and actin beta (*ACTB*) were the most stable reference genes in WBC and *GAPDH* and tumor protein p63 regulated 1 like *(TPRG1L*) in endometrium. All expression data for gene transcripts of interest were expressed as mean calibrated normalized relative quantity (CNRQ) values in arbitrary units.

### Statistical analyses

Statistical analyses were performed using Prism software version 6.07 GraphPad. Normal distribution of data was tested using D'Agostino & Pearson test and Shapiro-Wilk test. Normalized and calibrated values of mRNA levels were analyzed with a Mann-Whitney U test to compare expression abundance of candidate genes between SCE and healthy cows. Array analysis indicated a specific prediction about the direction of the genes expression between SCE and healthy cows, so one-tailed test was performed on the data. Two-way Repeated Measures (RM) ANOVA matched values, Sidak’s multiple comparisons test was used to compare paired samples within the group at 1–4, 9–11 and 45–55 DPP. Values of P < 0.05 were considered to be statistically significant. The transcript level of candidate genes was represented as bars using Prism software version 6.07 GraphPad.

## Results

### Composition of peripheral whole blood cells

At 45–55 DPP, cell type composition of circulating WBC was determined for the 22 Holstein dairy cows enrolled in the study. Cows with subclinical endometritis (SCE, n = 8) showed a significant higher number of leucocytes, lymphoids cells and monocytes (S1 Fig) compared with healthy cows (n = 14). In healthy cows for which the stage of estrous cycle was defined and distribution of immune cells was available (n = 10), the number of peripheral blood cells for the major categories was similar between cows in luteal phase (n = 4) and cows in follicular phase (n = 6), (S1 Fig). Based on the number of main categories of circulating blood cells (leucocytes, polymorphonuclear cells, lymphoid cells and monocytes), the principal component analysis (PCA) showed a more dispersed distribution for the SCE cows than for the healthy cows (S1 Fig).

### Circulating white blood cells and endometrium exhibit specific transcriptome profiling in dairy cattle

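RNA from circulating white blood cells (WBC) and from endometrial biopsies of 8 Holstein cows was hybridised to 16 one-colour arrays, on which each array holds the RNA of 1 sample and each spot gives the brightness of 1 probe. The cows were 4 with subclinical endometritis (SCE; cows 718, 833, 836 and 846) and 4 healthy cows (cows 841, 850, 877 and 883). Each cow gave 1 WBC array and 1 endometrium array at 45 to 55 days post-partum. All 8 WBC arrays lay on 1 slide and all 8 endometrium arrays on another, so tissue and slide cannot be told apart. Within each slide, each row of 4 arrays held 2 SCE cows and 2 healthy cows. The stage of the estrous cycle was not matched to single cows, and by the paper's counts it was not balanced between the groups. The authors extracted the spot intensities with Feature Extraction 10.10.1.1 and deposited them without normalization, together with a table of quantile-normalized values. An array held 1319 control spots and 52689 others. The latter carried 46615 probes, which were assigned to 26572 genes or unnamed transcripts. Of these probes, 26517 were named through a RefSeq accession and 13529 kept the name given by the array. The median spot signal above local background ranged from 90.5 to 202.5 in WBC of SCE cows (median 98.5) and from 83.0 to 132 in WBC of healthy cows (median 121). In the endometrium it ranged from 79.0 to 316 in SCE cows (median 274) and from 248 to 300.0 in healthy cows (median 284.5). Between 64.7% and 79.8% of spots per array were well above background. For the values given here, control spots and spots marked as outliers by the scanner software were left out, and the log2 median signals were quantile-normalized over the 16 arrays. Repeated spots of a probe were then averaged. SCE and healthy cows were compared within each tissue with the TREAT option of limma 3.58.1 against a threshold of 1.2-fold, and p-values were adjusted over all probes by the Benjamini-Hochberg method. A gene was counted when at least 1 of its probes passed. Single genes were also compared by a two-sided exact permutation test, for which 4 cows against 4 allow no p below 0.029. Values of genes are log2 normalized intensities, and differences are SCE minus healthy. With 4 cows per group, the number of arrays limits the precision of every difference. Where all 4 arrays of a group were not well above background, the fold change is a lower bound, computed from the bright group's mean and, for each dim array, the higher of the probe's own value and the lowest value among probes well above background.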

Using a custom bovine gene expression array containing 19,479 transcripts, gene expression patterns were determined in circulating white blood cells (WBC) and endometrium of Holstein dairy cows with subclinical endometritis (SCE, n = 4) and healthy Holstein dairy cows (n = 4) at 45–55 days post-partum. WBC and endometrial biopsies were analyzed for each of the eight females. 

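The 16 arrays were compared over the 45938 probes measured on every array. With each probe scaled to the same variance, the first principal component held 53.95% of the variance and the second 9.77%. The authors' deposited normalized values gave 52.98% and 9.96%. Without that scaling, the first component held 81.6% of the variance and parted the tissues completely. Endometrium scored between 168.1 and 179.2 in healthy cows and between 126.2 and 181.4 in SCE cows, whereas WBC scored between -177 and -160 in healthy cows and between -187.6 and -133.1 in SCE cows. The median correlation across probes between arrays was 0.975 within the endometrium, 0.986 within WBC and 0.792 between the tissues. In limma's TREAT test over all 16 arrays, 16291 of 26563 genes differed between endometrium and WBC after adjustment, 7199 with a probe higher in the endometrium and 9939 with a probe higher in WBC. The balance of directions depended on the scaling. With each tissue normalized separately, 15101 genes passed, 11946 with a probe higher in the endometrium and 3463 with a probe higher in WBC. A TREAT threshold of 0 moved the total most, to 20179 genes.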

Principal component analyses (PCA) performed with all genes (probes) revealed a clear discrimination between endometrium and WBC transcriptomic profiles in both SCE and healthy animals (Fig 1A). Based on these analyses, transcriptomic profiles between SCE cows and healthy cows were not distinguishable in the endometrium nor in circulating WBC.

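Whole profiles were compared by Euclidean distances over all probes. In the endometrium the pseudo-F, the ratio of between-group to within-group variation, was 0.799, and SCE status accounted for 11.7% of the variation between arrays (exact permutation test, p = 0.83, with 29 of the 35 splits of 8 cows into 4 and 4 giving a value at least as large). In WBC the pseudo-F was 0.512 and status accounted for 7.86% of the variation (exact permutation test, p = 1). The median distance between an SCE and a healthy cow was 122 in the endometrium, against 157.8 among SCE cows and 122.1 among healthy cows. In WBC it was 95.6, against 115.5 among SCE cows and 84.4 among healthy cows. The endometrium of SCE cow 833 was the least similar to the others, with a median correlation of 0.940 with the other endometrium arrays, where the lowest value of any other array was 0.963. The endometrial pseudo-F moved most without SCE cow 846, to 1.1 (exact permutation test, p = 0.343), and that of WBC without SCE cow 833, to 1.25 (exact permutation test, p = 0.171). From the plots of all probes, the paper concludes that SCE and healthy cows are distinguished in neither tissue.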

**Fig 1:**
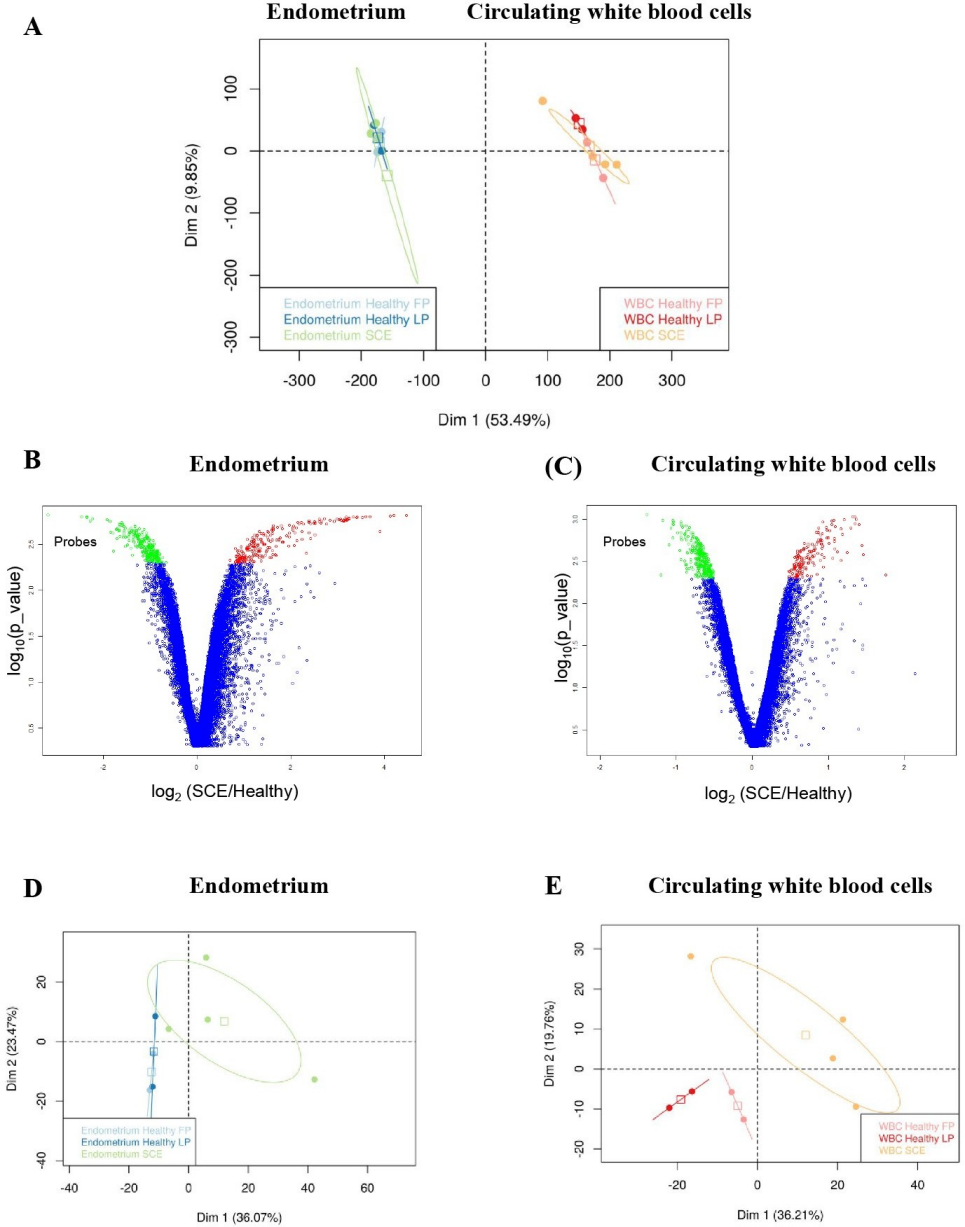
Gene expression profiles for endometrium and circulating white blood cells collected from Holstein dairy cows with subclinical endometritis and from healthy cows. (**A**) Principal component analysis (PCA) plots using all genes (probes) from microarray-based data obtained from endometrium and circulating white blood cells (WBC) collected from the same individuals (dairy Holstein cows) at 45–55 days postpartum (DPP). Plots and cluster distributions on 19,479 gene patterns are presented for endometrial biopsies and circulating white blood cells collected from 4 cows with subclinical endometritis (SCE; follicular phase, n = 1; luteal phase, n = 3) and from 4 healthy cows either in follicular phase (FP; n = 2) or in luteal phase (LP; n = 2). All SCE females were gathered in a unique group. The PCA score plots showed segregation between endometrium and WBC. Endometrial samples from SCE cows, healthy LP cows and healthy FP cows are indicated in green, dark blue and light blue color respectively. Circulating white blood cells (WBC) from SCE cows, healthy LP cows and healthy FP cows are indicated in orange, red and pink color respectively. (**B, C)** Volcano plot analyses were used to show the differentially expressed genes in endometrium and in circulating white blood cells from cows with subclinical endometritis (SCE, n = 4) compared with healthy (n = 4) Holstein dairy cows at 45–55 days postpartum (DPP) respectively. The x-axis represents the log2 of the fold change (FC), which was plotted against the −log10 of the p-value. The p-value is equal to the f.value for down regulated genes or 1-f.value for up-regulated genes. The f.value thresholds 0,005 and 0,995 were used for down- or up-regulated genes (in green and red respectively). These threshold values lead to a selection error equal to 1%. (**D, E**) Principal component analysis (PCA) plot using differentially expressed genes (DEGs) identified in endometrium and circulating white blood cells from 4 Holstein dairy cows with subclinical endometritis (SCE) compared with 4 healthy Holstein dairy cows in luteal phase (LP; n = 2) or in follicular phase (FP; n = 2) at 45–55 days postpartum (DPP). (**D**) Endometrial biopsies from SCE cows (n = 4), healthy LP cows (n = 2) and healthy FP cows (n = 2) are indicated in green, dark blue and light blue color respectively. (**E**) Circulating white blood cells (WBC) from SCE cows (n = 4), healthy LP cows (n = 2) and healthy FP cows (n = 2) are indicated in orange, red and pink color respectively.

### Subclinical endometritis is associated with specific mRNA expression patterns for circulating white blood cells and endometrium of dairy cattle

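FCROS ranks each probe by its fold change within every pairing of 1 SCE cow with 1 healthy cow, here 16 pairs per tissue, and converts the mean of the ranks, trimmed by 25% at each end, into an f-value between 0 and 1. In the endometrium, 192 probes had an f-value above 0.995 and 233 had one below 0.005, of 46142 probes measured on all 8 arrays. In WBC there were 143 and 248, of 46266 probes. Of these, 135 probes in the endometrium and 54 in WBC also passed limma's TREAT test at 1.2-fold without adjustment. Simulated data with the same means and spreads and no changed probe gave 223 probes past the same limits in the endometrium and 219 in WBC. The FCROS count moved with single cows. Without SCE cow 846, 100 endometrial probes passed, and without SCE cow 833, no WBC probe passed (0 by FCROS), although 618 genes then passed unadjusted TREAT. A lower FCROS count thus need not mean fewer changed probes. Of all groupings of these cows into groups of equal size, 1307 was the most genes past unadjusted TREAT in the endometrium. In WBC it was 2989. Both of these groupings had 0 FCROS probes. The FCROS count therefore cannot tell how many probes changed.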

Volcano plots that combined fold change (FC) and probabilities (f-value *<* 0.005 for down regulated probes and f-value > 0.995 for up-regulated probes) from the fold change rank ordering statistics (FCROS) method (FDR = 1%) were used to visualize the distribution of differentially expressed genes (DEG) between SCE and healthy cows in circulating WBC and endometrium collected at 45–55 DPP. The down-regulated and up-regulated probes were indicated in green and red color respectively (Fig 1B and 1C). 

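After Benjamini-Hochberg adjustment, limma's TREAT test at 1.2-fold called 0 of 26559 genes in the endometrium and 0 of 26566 genes in WBC, with a smallest adjusted p of 1 in both tissues. Without adjustment, 164 genes in the endometrium and 47 genes in WBC had a TREAT p at or below 0.05, and the smallest unadjusted p were 0.000256 and 0.00183. FCROS called 425 and 391 probes in the same arrays. The spread between cows of one group, as the median residual SD over probes, was 0.288 on the log2 scale in the endometrium and 0.25 in WBC. In simulated data with this spread, 200 probes changed by 2 on the log2 scale were called after adjustment in 85% of cases in the endometrium and 96% in WBC, but probes changed by 1 in 0% and 0.5%. Without adjustment, 87% and 95.5% of the probes changed by 1 were recovered, but with no changed probe 599 and 425 genes also passed, more than the 164 and 47 observed. The count in the endometrium moved most with the TREAT threshold set to 0, to 762 unadjusted genes (smallest adjusted p 0.993), and the count in WBC moved most without SCE cow 833. In neither tissue did any of these settings yield a gene past the adjusted threshold. The p-values in the authors' S3 and S4 Tables, of which 510 of 512 and 338 of 340 rows were read, equal unadjusted TREAT p-values computed per spot from their deposited normalized values with a log2 threshold of 0.1, and under that setting, chosen after the values were seen, 540 and 350 genes passed without adjustment and 0 after it. From its TREAT results, the paper concludes that 512 genes in the endometrium and 340 in WBC were differentially expressed.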

By using a method based on a linear model (t-test relative to a threshold-TREAT- p-value ≤ 0.05, FDR = 5%) [27] the comparison of expression profiles between SCE cows and healthy cows identified 512 DEGs in endometrium (S3 Table) and 340 DEG in circulating white blood cells (S4 Table). 

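Of the 164 endometrial genes past unadjusted TREAT, 89 were higher and 75 lower in SCE cows. The share of higher genes, 54.3%, became 37.7% without SCE cow 846, 68.5% without SCE cow 833 and 42.9% with a TREAT threshold of 0. They were called by 211 probes, of which 202 changed by at least 1.5-fold and 108 had no overlap between the 4 SCE and the 4 healthy cows. Over all 46578 probes, 798 (1.71%) had no such overlap, where random labels give 2.86%. Among genes without overlap (two-sided exact permutation test, p = 0.029 for each, the smallest possible), the largest rise was that of TFF3, with 13.40 ± 0.92 (SD, n = 4) in SCE cows and 10.88 ± 1.24 (SD, n = 4) in healthy cows. Its log2 difference was 2.52 (standard error 0.66). Its unadjusted TREAT p was 0.0058 and its adjusted p was 1. By RT-qPCR, the paper reports that cycle stage affected endometrial TFF3 in healthy cows. Stage was not balanced between the array groups, so it may share in this difference. DEFB rose by 2.10 (standard error 0.69), KLK10 by 1.78 (0.55), FCGBP by 1.74 (0.60) and RDH16 by 1.71 (0.70), the last by 0.96 without SCE cow 718. RDH16 was well above background on only 3 SCE arrays and 1 healthy array, and DEFB on 4 and 3. The transcript CO894968, well above background on 2 SCE arrays and 4 healthy arrays, had the smallest p of the falls, with 6.21 ± 0.45 in SCE cows and 8.06 ± 0.54 in healthy cows, a log2 difference of -1.85 (standard error 0.31). The TREAT p of this fall was 0.00048 unadjusted and 1 adjusted. SLC7A5 fell by 1.96 (standard error 0.68), TC394847 by a log2 difference of -1.91 (0.61), TNFRSF11B by -1.70 (0.65) and NDP by -1.67 (0.57). TNFRSF11B was well above background on 3 SCE arrays and 4 healthy arrays. Without SCE cow 833 its difference was -1.01, and healthy cow 841 lay apart from the others for NDP. PI3, named only after its values were seen, had a larger log2 difference of 3.49, but its groups overlapped.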

Considering the 512 DEGs identified in the endometrium, 281 and 231 DEG displayed a higher expression level in the healthy cows group and in the SCE cows group respectively (FC > +1.2, p-value ≤ 0.05). For the 340 DEG in the circulating WBC, 171 and 169 DEGs displayed a higher transcript expression in the healthy cows group and in the SCE cows group respectively (FC > +1.2, p-value ≤ 0.05). 

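In WBC, 30 of the 47 genes past unadjusted TREAT were higher and 17 lower in SCE cows. Of the 57 probes behind them, 49 changed by at least 1.5-fold and 32 had no overlap between the groups. Over all 46602 probes, 634 (1.36%) had none. LOC507756 had the largest rise without overlap, with 9.18 ± 0.38 (SD, n = 4) in SCE cows and 8.11 ± 0.26 (SD, n = 4) in healthy cows, a log2 difference of 1.07 (standard error 0.21). Its unadjusted TREAT p was 0.0018 and its adjusted p was 1. TC411502 rose by 1 (standard error 0.30), EVA1C by 0.98 (0.37), PRKCI by 0.94 (0.22) and SEPHS2 by 0.93 (0.34). Without healthy cow 877 the rise of EVA1C was 0.62. TC411502 and EVA1C were each well above background on 3 of 4 healthy arrays. Among the falls, CDHR5 was well above background on 4 healthy arrays but only 1 SCE array, so its log2 difference of -1.19 (standard error 0.27) is not exact, and SCE cow 846 lay apart from the other SCE cows. PIGR, on 3 SCE arrays and 4 healthy arrays, had a log2 difference of -1 (0.27), MCAM of -0.92 (0.24), SERPING1 of -0.72 (0.17) and AKR1B1 of -0.59 (0.14). Not all probes of these genes fell. Only 1 of 3 did for MCAM (highest 0.11), 2 of 4 for SERPING1 (0.12) and 2 of 3 for PIGR (0.12). For CDHR5 it was 2 of 3 (0.02) and for AKR1B1 4 of 5 (0.24). The share of called genes that were higher in SCE cows was 63.8% and depended on single cows and on the threshold. It was 23.1% without SCE cow 833 (143 of 618), 34.3% without healthy cow 850, 42.2% without healthy cow 841 and 46.4% with a TREAT threshold of 0.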

Principal component analysis (Fig 1D and 1E) run with DEGs in circulating WBC showed a more clear separation between SCE cows and healthy cows compared with PCA run with endometrial DEG, as confirmed by the hierarchical clustering (data not shown). 

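On the probes past unadjusted TREAT, the pseudo-F between SCE and healthy cows was 6.65 in the endometrium and 7.8 in WBC, and the first principal component held 68.7% and 60.7% of the variance. These probes were selected for the difference between the groups. When the cows were regrouped into 4 and 4 in all 35 possible ways and probes were called again for each grouping, both groups lay apart on the first component in every one of the 35 groupings of both tissues. The median pseudo-F over these groupings was 7.35 in the endometrium and 6.94 in WBC, and 32 and 6 of the 35 groupings gave a value at least as large as that of SCE against healthy cows. The paper states that the separation on differentially expressed genes was clearer in WBC than in the endometrium.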

Healthy cows sampled during the luteal phase (LP) appeared closer to healthy females sampled during the follicular phase (FP) in the endometrium than in the WBC.

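By gene, 1 of the 26555 genes tested in both tissues passed unadjusted TREAT in both, C3, which rose in each. The calls of the endometrium alone were 163 genes and those of WBC alone 46. The overlap moved most with the TREAT threshold set to 0, to 29 genes. Across the 34455 probes well above background in both tissues, the difference between SCE and healthy cows in the endometrium had a Pearson correlation of 0.0743 with that in WBC and a Spearman correlation of 0.0649. These are correlations across probes, which are not independent replicates.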

Based on the DEGs identified between SCE and healthy cows at 45–55 DPP, a Venn diagram (Fig 2) indicated that 493 DEGs, 321 DEGs and 19 DEGs (FC ≥ ±1.2; p-value ≤ 0.05) were endometrium-specific, circulating WBC-specific and common between WBC and endometrium respectively (S3 and S4 Tables). Heat maps (Fig 2) illustrated an overview of the top 100 DEGs (50 up- and 50 down-regulated DEGs) found in the endometrium (left panel) and circulating WBC (right panel). 

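Each of the 19 genes was measured in each tissue by the probe that the paper's tables list for that tissue, and these were different probes in the 2 tissues for 11 of them. Levels are therefore compared only within a tissue. In the endometrium 6 of the 19 passed unadjusted TREAT and 0 passed adjusted over the list alone (smallest p 0.091). In WBC 2 passed unadjusted and 0 passed adjusted over the list alone (smallest p 0.23), and over all probes 0 passed after adjustment in either tissue. The list was chosen on these samples, so its own adjustment is not independent evidence. Of the 19, 11 moved the same way in both tissues. Those higher in SCE cows were C2, C3, CFB, KRT80, PF4 and TRAPPC13, with log2 differences between 0.42 and 1.19 in the endometrium, apart from CFB, which no healthy array there measured well above background, and between 0.59 and 0.95 in WBC, apart from KRT80. Those lower were KIAA1549L, MYL6B, RYBP, TTC38 and ZCCHC17, the last 4 between -1.05 and -0.38 in the endometrium and between -0.44 and -0.29 in WBC. Other probes of some of these genes went the other way. For MYL6B, 1 of 2 probes rose in each tissue, by 0.30 in the endometrium and 0.29 in WBC. In the endometrium this held for probes of KRT80 (-0.08), TRAPPC13 (-0.20) and ZCCHC17 (0.14). In WBC it held for probes of CFB (-0.09), TTC38 (0.13) and ZCCHC17 (up to 0.15). The other 8 moved in opposite directions. LTF differed most, with 13.78 ± 2.12 (SD, n = 4) in the endometrium of SCE cows and 10.53 ± 0.94 (SD, n = 4) in that of healthy cows, a log2 difference of 3.25 (standard error 0.99; two-sided exact permutation test, p = 0.11). In WBC it was 6.57 ± 0.35 (SD, n = 4) and 7.29 ± 0.57 (SD, n = 4), a log2 difference of -0.72 (standard error 0.28; two-sided exact permutation test, p = 0.11). Its unadjusted TREAT p was 0.011 in the endometrium and 0.071 in WBC, and its adjusted p was 1 in both. SCE cow 846 had an endometrial LTF level of 10.62, among the healthy cows. The paper reports by RT-qPCR that cycle stage affected endometrial LTF in healthy cows, and stage was not balanced between the array groups. CARD10, CORO2A and PTER rose in the endometrium by 0.48, 0.40 and 0.39 and had log2 differences of -0.26, -0.49 and -0.52 in WBC. With each cow left out in turn, the endometrial rise of PTER lay between 0.25 and 0.50. MITF, MPP6 and PLXDC2 had log2 differences of -0.74, -0.67 and -0.73 in the endometrium and 0.47, 0.41 and 0.57 in WBC. LHX2 had a log2 difference of -0.26 in the endometrium and 0.37 in WBC, on probes that no array measured well above background. KRT80 was not well above background on any WBC array, and KIAA1549L only on 1 healthy array in each tissue, so no size is given for its fall. LTF in WBC was well above background on 1 SCE array and 4 healthy arrays, CARD10 in WBC on 1 and 3, MPP6 in the endometrium on 2 and 4, and CORO2A in the endometrium on 3 and 3, so these differences lie partly at background.

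**Figure D1:**
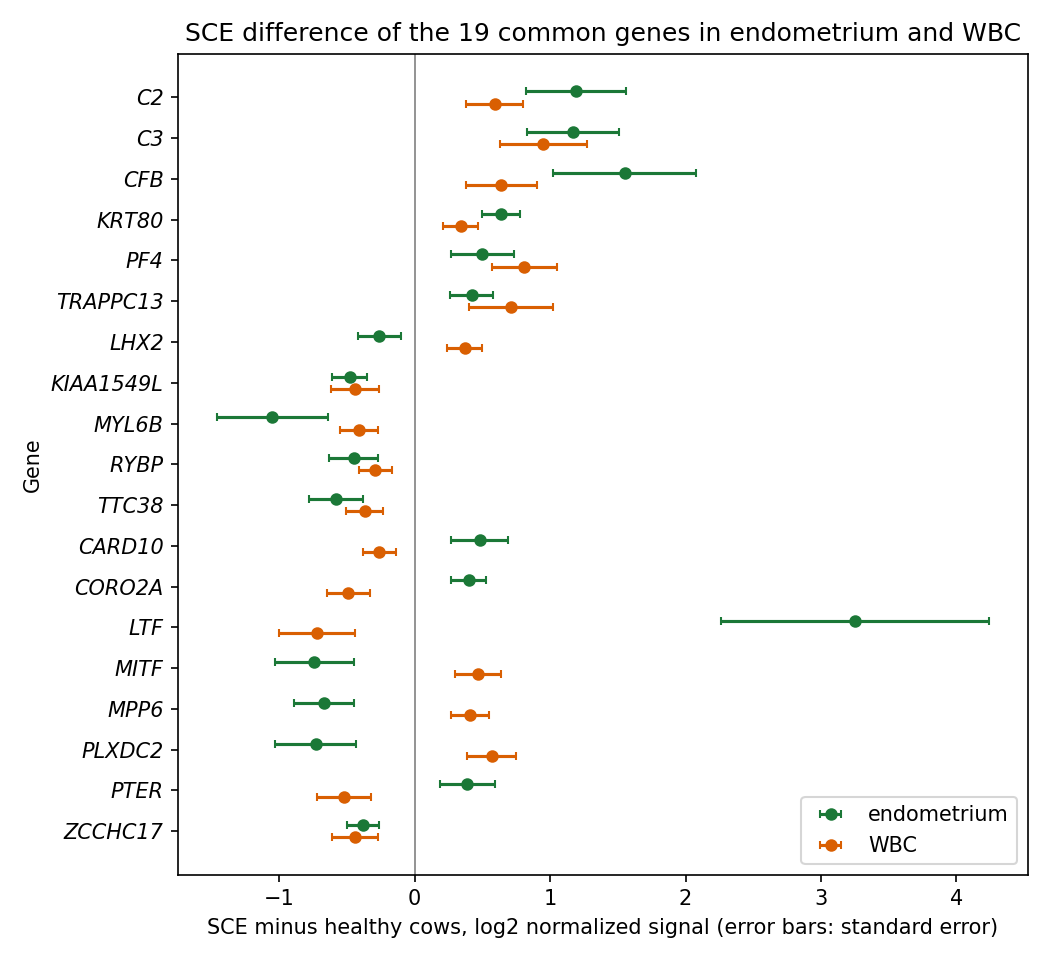
Log2 difference between SCE and healthy cows (horizontal axis) for the 19 genes reported in both tissues, in endometrium and in WBC, with 4 cows per group. Points are differences of group means and bars are the standard error. LTF lies farthest apart, at 3.25 in the endometrium and -0.72 in WBC.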

Among the 19 DEGs common between endometrium and circulating WBC, 11 DEG displayed a regulation that was similar in WBC and endometrium of SCE animals (6 up-regulated DEG: *C2*, *C3*, *CFB*, *KRT80*, *PF4*, *TRAPPC13*; 5 down-regulated DEG: *LHX2*, *KIAA1549L*, *MYL6B*, *RYBP*, *TTC38*) whereas 8 DEG (*CARD10*, *CORO2A*, *LTF*, *MITF*, *MPP6*, *PLXDC2*, *PTER*, *ZCCHC17)* exhibited an opposite regulation (Fig 2).

**Fig 2:**
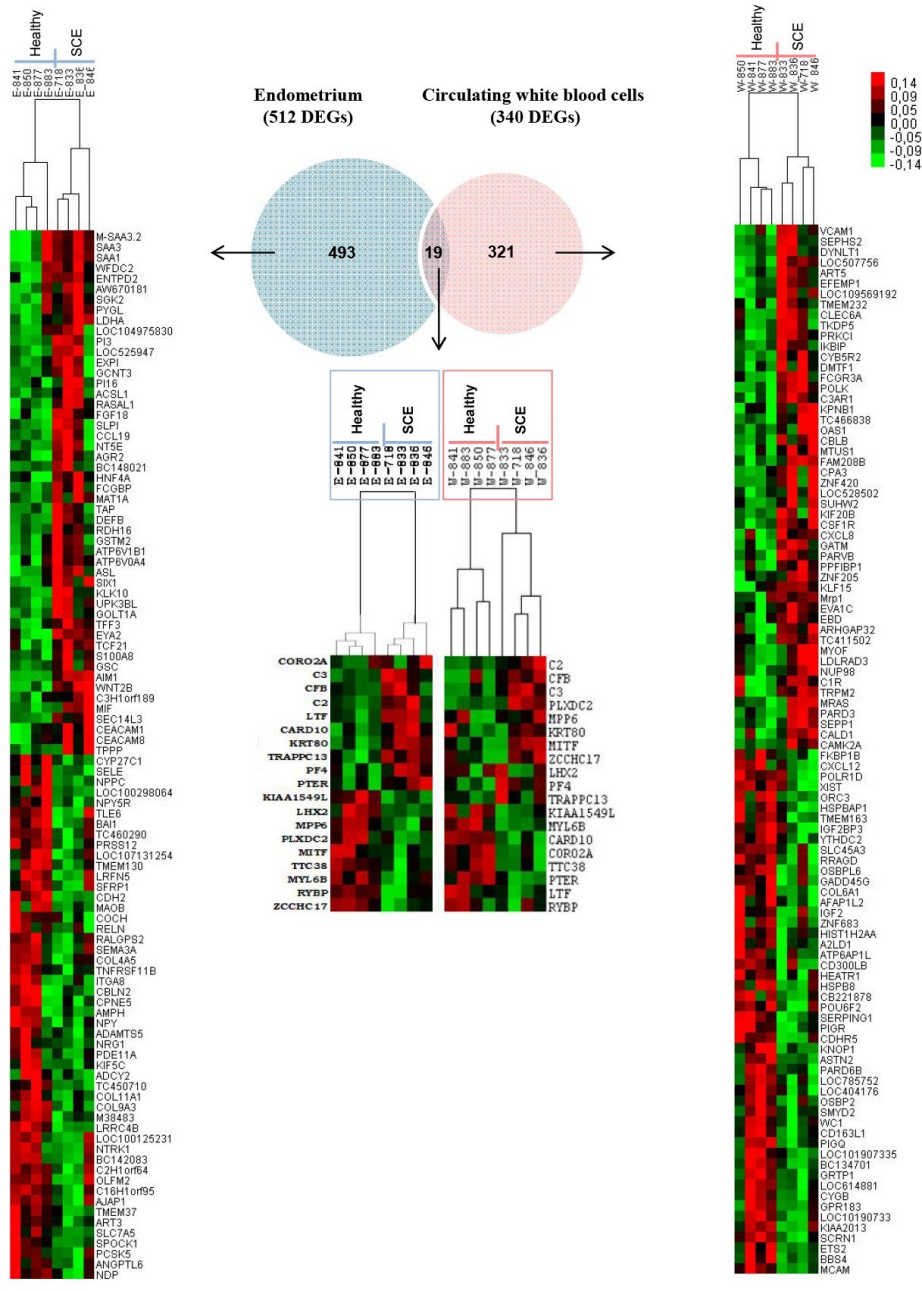
Venn diagram and Heat maps showing the molecular effects of subclinical endometritis on mRNA expression in endometrium and in circulating white blood cells (WBC). Differentially expressed genes between Holstein dairy cows with subclinical endometritis (SCE, n = 4 including follicular phase, n = 1; luteal phase, n = 3) and healthy (n = 4 including follicular phase, n = 2; luteal phase, n = 2) Holstein dairy cows were identified at 45–55 days postpartum (DPP) in endometrium and the WBC. In the Venn diagram, the number of DEG is indicated in brackets. For the endometrium and the WBC, the top 100 DEG (fold change ≥ ±1.5, t-test relative to a threshold probability, p-value ≤ 0.05) are presented as heat maps (Cluster and TreeView software). Heat map expression values are represented as colors, where red squares indicate up-regulated DEGs and green squares indicate down-regulated DEGs.

#### Gene networks associated with mRNA expression changes in the endometrium of cows with subclinical endometritis

The Networks module of IPA was used to determine networks associated with DEG identified in the endometrium. Twenty five networks (S5 Table) were identified in the endometrium (p-value ≤ 0.05). Three major networks related “Amino Acid Metabolism, Small Molecule Biochemistry, Lipid Metabolism”, Cell-To-Cell Signaling and Interaction, Cellular Movement, Hematological System Development and Function” and “Digestive System Development and Function, Organismal Functions, Lipid Metabolism” are presented in S2 Fig.

#### Biological processes affected in the endometrium of cows with subclinical endometritis

To gain insights into the biological processes altered in the endometrium of SCE cows, the 512 DEG were analyzed using the IPA software (S3 Table). Significant association (p-value ≤ 2.0E-3) was established for 140 “disease and biological function” terms containing n ≥ 30 genes (S6 Table). The five top functions for “diseases and disorders”, “molecular and cellular functions” and “Physiological System Development and Function” categories are presented in table in S7 Table. In cows with SCE compared with healthy cows molecular and cellular functions including “Cell movement of myeloid cells” and “Chemotaxis of myeloid cells” were significantly increased while biological functions related to viral infection and cell-cell contact were significantly decreased (S3 Fig). 

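The 38 genes that the paper's supplement lists for cell movement of myeloid cells and the 19 it lists for chemotaxis of myeloid cells were looked up on the endometrium arrays, where 36 and 17 had a probe. For cell movement, 27 were higher and 9 lower in SCE cows, with a median log2 difference of 0.73 (range -2.57 to 3.25). For chemotaxis, 13 were higher and 4 lower, with a median of 0.89 (range -1.14 to 2.50). Unadjusted TREAT passed 16 and 8 of them, and 0 passed after adjustment over all probes or adjusted over the list alone (smallest p 0.096 and 0.076). The paper chose both lists from genes that differed in these samples, so the adjustment over a list is not independent evidence. Groups did not overlap for 9 and 6 genes, and 7 and 6 were not well above background on all 4 arrays of either group. Without SCE cow 833, 35 of the 36 and all 17 kept their direction, and 12 and 7 passed unadjusted TREAT. From the activation scores of its pathway software, the paper states that these functions were increased in SCE cows.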

Fifty three canonical pathways (n ≥ 4 genes, -log(p-value ≥ 1.3; S8 Table) were significantly affected in cows with SCE. 

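In the endometrium, Hepatic Fibrosis / Hepatic Stellate Cell Activation had 13 listed genes, of which 4 were higher and 9 lower in SCE cows, with a median log2 difference of -0.48. NF-κB Signaling had 11 listed genes, 10 of them with a probe, and 4 were higher and 6 lower (median -0.38). The 12 genes of LPS/IL-1 Mediated Inhibition of RXR Function were split evenly, 6 higher and 6 lower (median 0.02). Acute Phase Response Signaling had 10 genes, of which 8 were higher and 2 lower (median 0.83). PPAR signaling had 7, of which 2 were higher and 5 lower (median -0.39). Unadjusted TREAT passed 4 genes of Hepatic Fibrosis, 0 of NF-κB, 3 of LPS/IL-1, 4 of Acute Phase Response and 1 of PPAR. None passed after adjustment over all probes (0 of each) or adjusted over the list alone, where the smallest p was 0.080, in Acute Phase Response. The study chose these members on the same arrays, so that adjustment is not independent evidence. Without SCE cow 833, the genes of Hepatic Fibrosis past unadjusted TREAT numbered 1. Among the acute phase genes, SAA1 rose by 2.50 (standard error 0.96), and its 3 probes gave -0.05 to 2.73. LBP was well above background on 1 of 4 SCE arrays and 0 of 4 healthy arrays, with a level of 8.08 in SCE cow 833 and of 5.68 to 6.21 in the other SCE cows, so no size is given. S100A8, which is not in these lists but was measured by RT-qPCR in the study, rose by 1.60 (standard error 0.61), and by 0.95 without SCE cow 833.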

The top 10 canonical pathways (Fig 3) include “Hepatic Fibrosis / Hepatic Stellate Cell Activation”, “NF-κB Signaling”, “LPS/IL-1 Mediated Inhibition of RXR Function”, “Acute Phase Response Signaling” and “PPAR signaling”.

**Fig 3:**
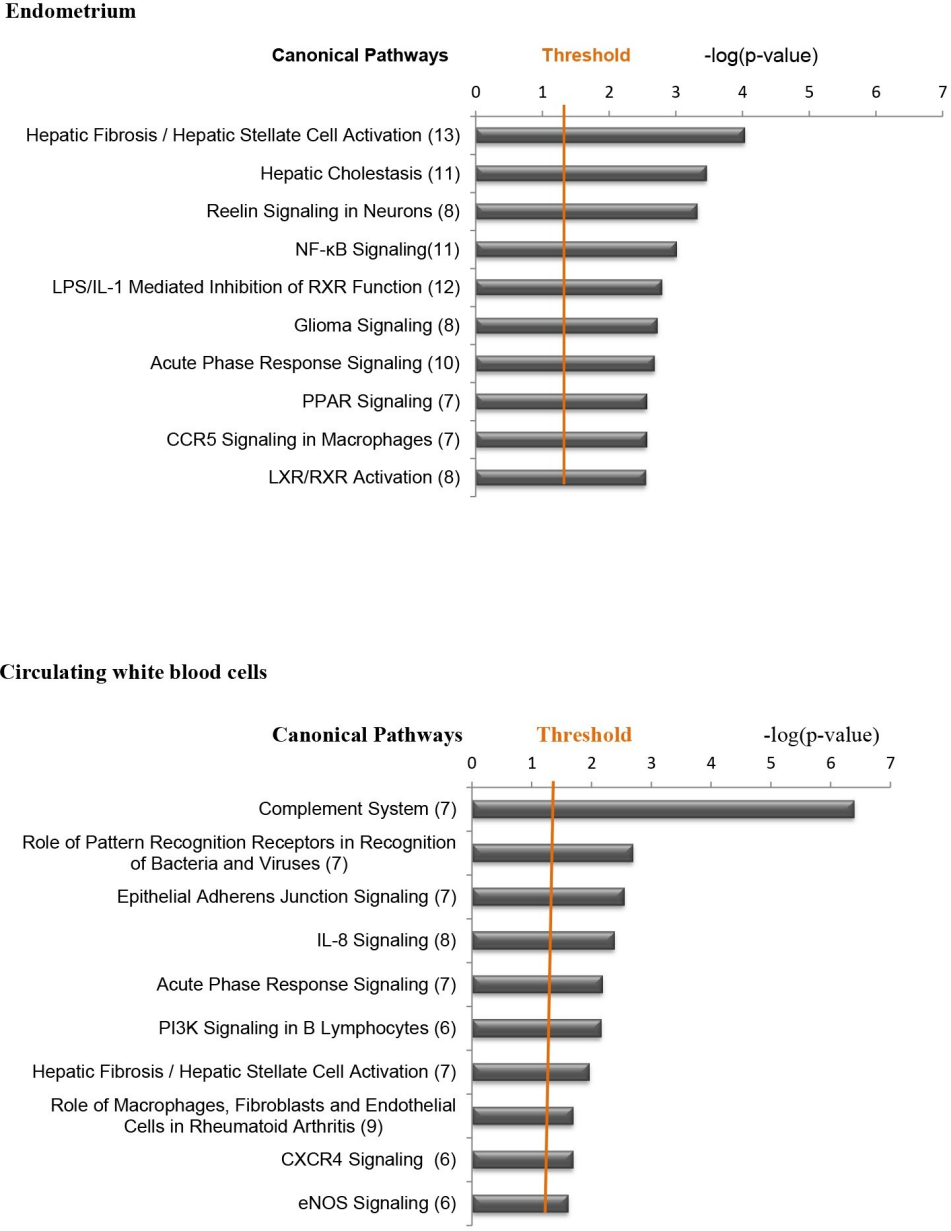
Canonical pathways analysis of differentially expressed genes in cows with subclinical endometritis compared with healthy dairy Holstein cows at 45–55 days postpartum. Ingenuity Pathway Analysis (IPA) was run to determin**e** canonical pathways altered in endometrial biopsies and in white circulating blood cells of cows with subclinical endometritis (SCE, n = 4 including follicular phase, n = 1; luteal phase, n = 3) compared with healthy cows (n = 4 including follicular phase, n = 2; luteal phase, n = 2) at 45–55 days postpartum (DPP). The top-10 canonical pathways are presented with the number of molecules indicated in brackets. *P*s were significant (p < 0.05) for random datasets calculated using Fisher’s exact test. Threshold criteria considered for the analysis are -log(p-value)  > 1.3. The list of genes under each category is provided in S2 Table.

#### Identification of upstream regulators linked with mRNA expression changes in the endometrium of cows with subclinical endometritis

The upstream analysis module of IPA identified 133 putative upstream regulators (p-value < 0.05) including cytokines, transcription factors, growth factors, endotoxins and miRNA (S9 Table). Twelve of them were predicted to be significantly associated with a mechanistic network (Z-Score ≥ +2, or Z-Score ≤ -2, p-value of overlap < 0.05; S9 Table). Fig 4 presents two mechanistic networks driven by two putative regulators, namely lipopolysaccharide (Z-score = -2.55, p-value of overlap = 1.52E-05) and growth factor TGFB1 (Z-score = + 3.373, p-value of overlap = 8.94E-03).

**Fig 4:**
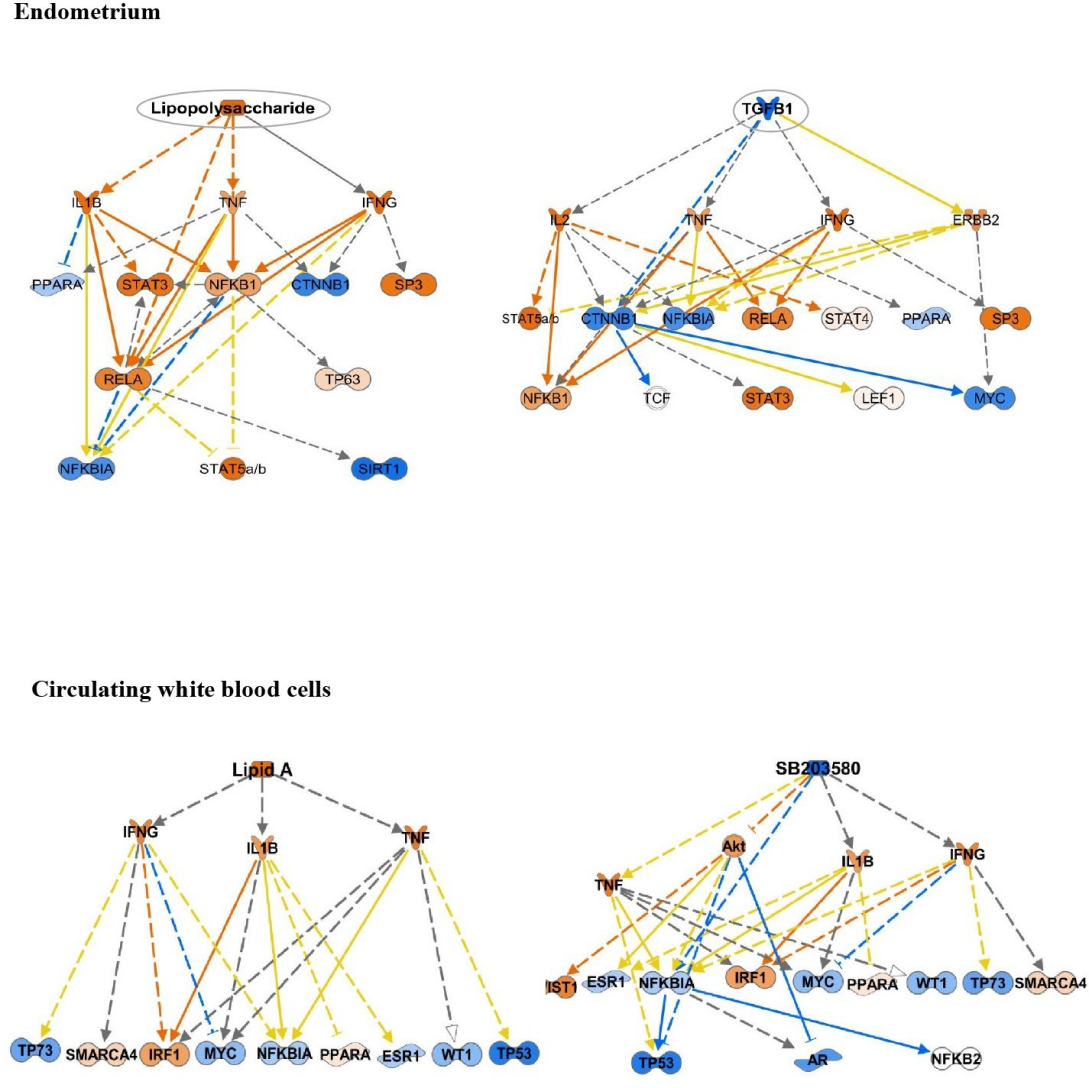
The mechanistic network of the upstream regulators and their relationship predicted by Ingenuity Pathway analysis (IPA). The molecules shown in orange are predicted to be activated (Z-Score ≥ 2, p-value of overlap ≤ 0.05) while the molecules shown in blue are predicted to be inhibited (Z-Score ≥ -2, p-value of overlap ≤ 0.05). Orange and blue dashed lines with arrows indicate indirect activation and inhibition, respectively. Yellow and grey dashed lines with arrows indicate inconsistent effects and no prediction, respectively. (**A**) Lipopolysaccharide (Z-score = +3.37, p-value of overlap = 0.0000894) and (**C**) Lipid A (Z-score = +2.24, p-value of overlap = 0.000268) are predicted to be activated in the endometrium and in the circulating white blood cells of cows with subclinical endometritis (SCE) compared with healthy dairy Holstein cows at 45–55 days postpartum (DPP), respectively. (**B)** TGFB1 (Z-score = -2.55, p-value of overlap = 0.00152) and (**D**) a chemical—kinase inhibitor such SB203580 (Z-score = -2.22, p-value of overlap = 0.00103) are predicted to be inhibited in the endometrium and in the circulating white blood cells of SCE cows compared with healthy cows at 45–55 DPP, respectively. Orange and blue solid lines with arrows indicate direct activation and inhibition, respectively.

#### Gene networks associated with mRNA expression changes in circulating white blood cells of cows with subclinical endometritis

The Networks module of IPA identified 25 networks with the DEGs identified in circulating white blood cells of SCE compared with healthy cows at 45–55 DPP (S10 Table). Three major networks related to “Endocrine System Development and Function, Lipid Metabolism, Small Molecule Biochemistry”, “Humoral Immune Response, Protein Synthesis, Hematological System Development and Function ” and “Cell Cycle, Reproductive System Development and Function, Cardiovascular Disease” are presented in S4 Fig.

#### Biological processes affected in the circulating white blood cells of cows with subclinical endometritis

At 45–55 DPC, the 340 DEG found in the circulating WBC of SCE cows compared with healthy cows were analyzed using the IPA software. Significant association (p-value ≤ 4.0E-3) was established for 83 IPA Disease and biological functions terms with n ≥ 30 genes (S7 and S11 Tables). The five top functions for “diseases and disorders”, “molecular and cellular functions” and “Physiological System Development and Function” categories are presented in table in S7 Table. Biological functions including “Migration of cells” as well as various immune cells-related functions (e. g. cellular infiltration of leucocytes, cell movement of phagocytes and of leucocytes), were significantly increased (S3 Fig). 

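The supplement lists 28 genes for cell movement of leukocytes and 24 for cell movement of phagocytes, and all had a probe on the WBC arrays. Of the leukocyte genes, 18 were higher and 10 lower in SCE cows, and of the phagocyte genes, 16 were higher and 8 lower. The median log2 difference was 0.43 in both lists, with a range from -1 to 1.1. Unadjusted TREAT passed 9 and 8 genes. After adjustment over all probes 0 passed, and 0 passed adjusted over the list alone (smallest p 0.10 and 0.088), which is not independent evidence because the paper drew the lists from its calls on these arrays. In 13 and 12 genes the SCE and healthy cows did not overlap. All 28 and all 24 kept their direction without SCE cow 833. Each list held 7 genes that were not well above background on all 4 arrays of either group, 2 of them on no WBC array.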

Twenty five canonical pathways (n ≥ 4 genes, -log(p-value) ≥ 1.3) were determined in cows with SCE, including “Complement System”, “Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses”, “Epithelial Adherens Junction Signaling”; “IL-8 Signaling” and “Acute Phase Response Signaling” (Fig 3 and S12 Table)

#### Identification of upstream regulators linked to mRNA expression changes in circulating white blood cells of cows with subclinical endometritis

The upstream analysis module of IPA identified 83 putative upstream regulators (p-value < 0.05). Three of them were associated with a mechanistic network with significant Z-score (Z-Score ≤ -2 or Z-Score ≥ +2, p-value of overlap < 0.05; S13 Table). 

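For lipid A in WBC, the 5 genes that the supplement lists as its targets all had a higher mean in SCE cows. C2, C3 and CXCL8 had log2 differences of 0.59, 0.95 and 1.1. THBS1 was well above background on 3 SCE arrays and 0 healthy arrays and CD36 on no array, so no exact difference is given for them. Unadjusted TREAT passed 2 of the 5, and 0 passed after adjustment over all probes or adjusted over the list alone (smallest p 0.092), with members chosen by the study on these arrays and so no independent evidence. In 3 of the 5 the groups did not overlap. The activation score itself comes from the authors' pathway software and was not computed here.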

The predicted top activated upstream genes included lipid A, a key component of lipopolysaccharides (Fig 4), as well cholesterol, pro-inflammatory cytokines (IL4, IL1), mature microRNA (miR-1900, miR-339-3p), a chromatin-associated enzyme poly(ADP-ribose) polymerase (PARP1) and a multifunctional nuclear protein implicated in DNA repair, NFkB inhibitor alpha complex (NFkB complex). In cows displaying SCE at 45–55 DPP, a chemical-kinase inhibitor (SB203580; Fig 4), Transcription factor G Protein Pathway Suppressor 2 (GPS2), 5'-prime-AMP-activated protein kinase (AMPK, a cellular energy sensor), Heme oxygenase 1 (HMOX1) that plays a critical role in inflammation and iron homeostasis were predicted to be top inhibited upstream genes.

#### Analysis of selected genes by quantitative real time PCR

To validate the microarray analyses in the endometrium, a selection of genes differentially expressed between SCE (n = 3) and healthy (n = 10) cows was quantified by real time PCR (RT-qPCR). Expression of *C2*, *C3* and *PF4*, transcripts was significantly higher (p ≤ 0.05) in the SCE cows than in the healthy females (Fig 5). In the “healthy” group, when the stage of estrous cycle was considered (follicular phase; n = 5 cows; luteal phase; n = 5 cows), RT-qPCR analysis showed that the physiological status (follicular phase or luteal phase) had a significant impact on the expression of several endometrial genes including *CAT*, *LTF*, *SAA3*, *SOD1*, *SOD2* and *TFF3* transcripts (S5 Fig). In the circulating WBC, no significant difference was detected between the LP and FP healthy cows that were merged in one category. Expression levels of *ART5*, *C2*, *C3*, *CXCL8*, *PF4*, *PRKCI*, *TLR2* and *TRAPP13* were higher in the SCE cows than in the healthy females (Fig 5).

**Fig 5:**
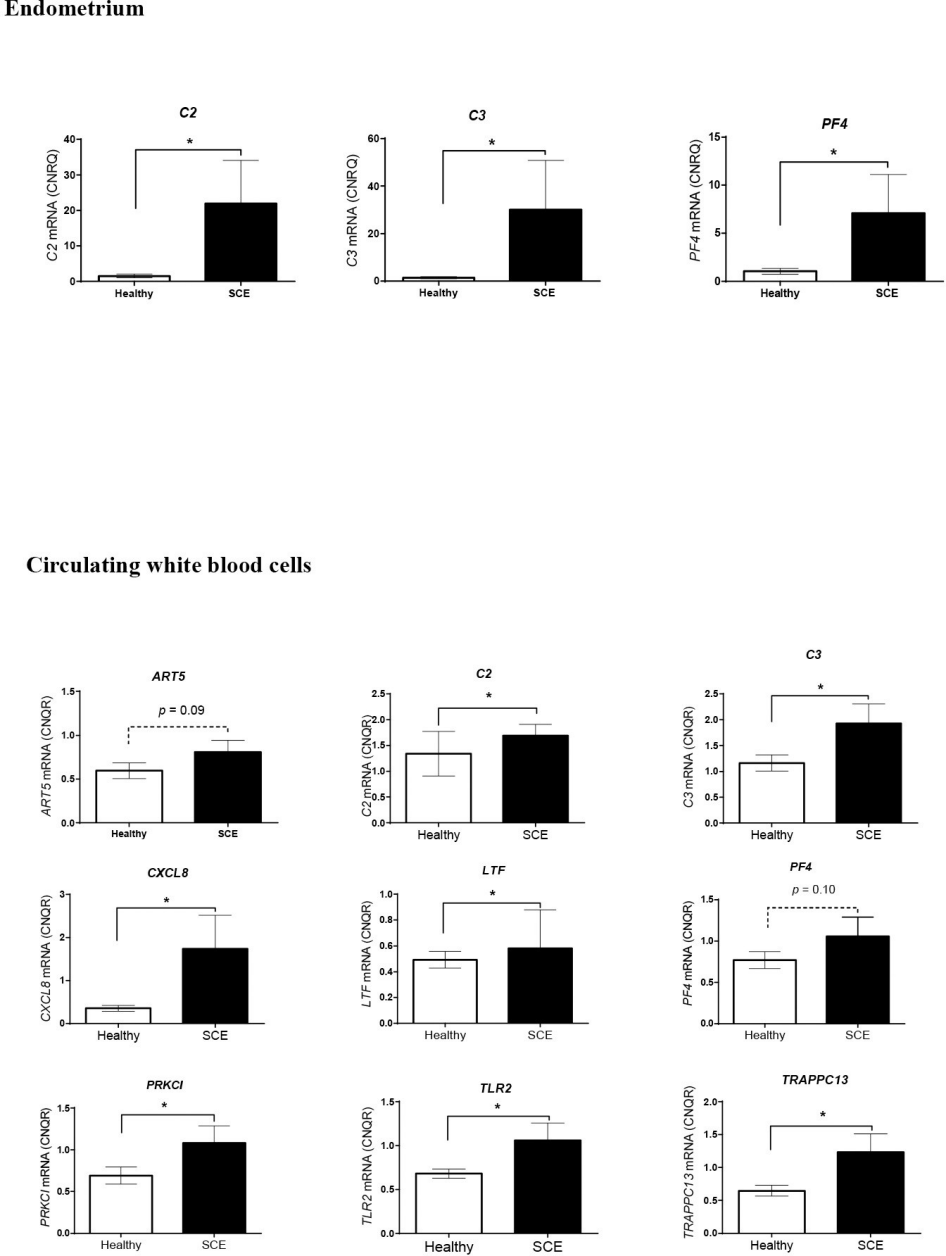
Gene expression in endometrium and circulating white blood cells of Holstein dairy cows at 45–55 days postpartum. In the **endometrium,** expression levels of *C2*, *C3* and *PF4*, gene transcripts were quantified by RT-qPCR analyses in endometrial biopsies collected from cows with subclinical endometritis (SCE, n = 3 in luteal phase) and from healthy cows (n = 10 including follicular phase, n = 5; luteal phase, n = 5) at 45–55 days postpartum (DPP). Relative gene expression was determined by normalization to the two most stable reference genes (*GAPDH* and *TPRG1L*). In **circulating white blood cells**, expression levels of *ART5*, *C2*, *C3*, *CXCL8*, *LTF*, *PF4*, *PRKCI*, *TLR2* and *TRAPPC13* gene transcripts were quantified by RT-qPCR analyses in cows with subclinical endometritis (SCE, n = 7, including follicular phase, n = 1; luteal phase, n = 4; undetermined estrous cycle, n = 2) compared with healthy cows (n = 10, including follicular phase, n = 5; luteal phase, n = 5) at 45–55 days postpartum (DPP). Relative gene expression was determined by normalization to the two most stable reference genes (*GAPDH* and *ACTB*). All expression data for gene transcripts of interest are expressed as mean calibrated normalized relative quantity (CNRQ) values in arbitrary units. The significance of differences in gene expression levels between groups of animals was determined by Kruskal Wallis, Dunn’s multiple comparisons test and by Mann Whitney U test at *p* < 0.05. Results are mean ± SEM.

#### Temporal regulation of genes in circulating white blood cells collected from SCE and healthy cows

To examine the impact of SCE on the temporal regulation of genes in circulating WBC, expression levels of nine candidate DEGs were determined by RT-qPCR during the postpartum period (1–4 DPP, 9–11 DPP and 45–55 DPP). Our results revealed that *ART5*, *C3*, *CXCL8*, *PF4*, *PRKCI*, *TLR2* and *TRAPPC13* were expressed in circulating white blood cells in a time-dependent manner during the postpartum period in healthy (n = 10) or SCE (n = 4) cows (Table 1 and S6 Fig). *TLR2* transcript level differed significantly between SCE and healthy cows at 1–4 DPP while *C3* was significantly higher in SCE cows at 9–11 DPP (S6 Fig).

**Table 1:** Temporal gene expression analyses (RT-qPCR) of selected candidate gene in circulating white blood cells of cows with subclinical endometritis during the post-partum period.

Gene symbol	Subclinical/Healthy			Healthy			Subclinical		
	DPP	Status	Status*DPP	1–4 vs. 9–11	1–4 vs. 45–55	9–11 vs. 45–55	1–4 vs. 9–11	1–4 vs. 45–55	9–11 vs. 45–55
*ART5*	0.002	0.155	-	-	0.055	0.026	-	0.059	0.038
*C2*	-	-	-	-	-	-	-	-	-
*C3*	0.001	0.073	0.006	-	0.194	0.193	0.001	0.002	-
*CXCL8*	-	-	0.012	-	0.003	0.093	-	-	-
*LTF*	-	-	-	-	-	-	-	-	-
*PF4*	-	-	0.030	-	0.036	0.026	-	-	-
*PRKC1*	-	-	-	-	-	0.159	-	-	-
*TLR2*	-	-	0.002	0.003	0.0001	-	0.191	-	-
*TRAPPC13*	-	-	0.026	-	0.017	0.030	-	-	-

Four subclinical females (follicular phase, n = 1, luteal phase, n = 1; undetermined estrous cycle, n = 2) and 10 healthy cows (follicular phase, n = 6; luteal phase n = 3; undetermined estrous cycle, n = 1) were used in this analysis. The significance of differences in gene expression levels between and within groups of animals was determined using Repeated Measures (RM) two-way ANOVA, matched values stacked into a subcolumn, Sidak’s multiple comparisons test at p-value < 0.05; “-”, not significant. Days: days post-partum (Status*days = interaction between the clinical status of cow and the day of post-partum period, 1–4; 9–11 and 45–55 days postpartum).

Additionally, the positions of selected candidate DEGs validated by RT-qPCR analyses in circulating WBC and endometrium were compared to the position on the UMD3.1 bovine genome assembly [33] of know quantitative trait loci (QTLs) deposited in the public database Animal QTLdb [34]. In total, 13 different genes were located in QTL regions related to female reproduction or infection traits (Table 2).

**Table 2:** Information on bovine Quantitative Trait Loci (QTL) related to reproduction traits overlapping with selected differentially expressed genes (DEGs).

Gene name	Gene description	BTA_QTL	QTL start	QTL end	Trait	QTL ID
*S100A8*	S100 calcium binding protein A8	3	16225278	18419617	Stillbirth (maternal)	126839
*CXCL8*	C-X-C motif chemokine ligand 8	6	87658297	92845663	Calving to conception interval	126853
*CXCL8*	C-X-C motif chemokine ligand 8	6	87658297	92845663	Interval to first estrus after calving	126854
*PF4*	Platelet factor 4	6	87658297	92845663	Calving to conception interval	126853
*PF4*	Platelet factor 4	6	87658297	92845663	Interval to first estrus after calving	126854
*TLR2*	Toll Like Receptor 2	17	3952978	3953018	Bovine tuberculosis susceptibility	106195
*LTF*	Lactotransferrin	22	53533293	53533333	Clinical mastitis	30827

## Discussion

The present study aimed to decipher the impact of SCE on circulating white blood cells and endometrium in high producing dairy cows. At Day 45–55 post-partum, using peripheral blood cells and endometrial biopsies sampled from control and SCE cows, transcriptome profiles were determined for circulating WBC and for endometrium of each cow. Our microarray results revealed that gene profiles were distinct between the endometrium and the circulating WBC. For each biological, compartment WBC, our statistical analyses also showed that several hundred genes were differentially expressed between SCE and healthy cows. These results suggest that SCE in high producing dairy cattle leads to alterations in gene expression of the systemic environment that are distinct from those determined in the endometrial tissue.

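Whether the difference between SCE and healthy cows itself differed between WBC and endometrium was tested as an interaction in limma's TREAT model over all 16 arrays. After adjustment 0 genes passed (smallest adjusted p 1), and 183 passed without adjustment. With the TREAT threshold at 0, 712 passed unadjusted and 0 adjusted. With the cow as a block, 0 passed adjusted and 159 unadjusted. Leaving out SCE cow 846 moved the count to 4 genes after adjustment, LTF, SLPI, PI3 and INHCA (adjusted p 0.0187 to 0.0482). In simulated data with independent normal noise, 75% of interactions of 2 on the log2 scale were recovered, a share that need not hold for the real arrays. Among the 19 genes that the paper reports in both tissues, LTF had the largest interaction, -3.97 for WBC minus endometrium (unadjusted TREAT p = 0.0024). Adjusted over the list alone its p was 0.073, the smallest of the 19, and it was 1 over all probes. PLXDC2 had 1.31 and PTER -0.91, with the same probe listed for both tissues. On the probe listed for WBC, MITF had 1.16, MPP6 1.13 and CARD10 -0.71. The TREAT p of each of these, adjusted over the list alone, was 0.09. On the probe listed for the endometrium, MITF had 1.11 (list-adjusted TREAT p 0.09), MPP6 0.75 (0.12) and CARD10 -0.50 (0.36). CFB had -1.64 (0.09) on its endometrium probe and -1.99 (0.29) on its WBC probe. No healthy endometrium array measured the former well above background, so the size of -1.64 is not exact. The list of 19 genes was chosen on these samples and is not independent evidence. From the distinct profiles of the 2 tissues and the genes that differed between SCE and healthy cows in each, the paper proposes that SCE alters gene expression in the systemic environment in a way that is distinct from the endometrium.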

The observation that endometrium and WBC from SCE compared to healthy animals expressed high levels of mRNA encoding for mediators of inflammation including components of complement system and chemokines provided evidence that local inflammation is mediated not only by a combination of inflammatory cytokines produced by tissue-resident immune cells, but also by complex systemic processes. These results suggest that SCE is associated to a local and systemic activation of the complement system in dairy cattle at days 45–55 postpartum (DPP). Hence endometrial inflammation is associated with the complement system activation leading to the upregulation of *C2*, *C3* and *PF4* mRNA expression in SCE animals at 45–55 DPP. These results agree with recent study which reported that cows with SCE had higher mRNA expression of pro-inflammatory factors such chemokines (*CXCL1/2*, *CXCL3*, *CXCL5*, *CXCL8*,) and cytokines (*IL1A*, *IL1B*, *IL6*, *TNF*) in endometrium samples [35] and in cytobrush-epithelia cells on days 45–51 postpartum [36].

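C2 was measured by the same probe in both tissues, and C3 and CFB by a different probe in each. In the endometrium C2 was 7.69 ± 0.82 (SD, n = 4) in SCE cows and 6.50 ± 0.23 (SD, n = 4) in healthy cows, a log2 difference of 1.19 (standard error 0.37), which did not fully part the groups (two-sided exact permutation test, p = 0.057). Only 2 of the 4 healthy arrays measured it well above background. C3 was 12.35 ± 0.75 (SD, n = 4) and 11.18 ± 0.15 (SD, n = 4), a log2 difference of 1.17 (standard error 0.34), with every SCE cow above every healthy cow (two-sided exact permutation test, p = 0.029). CFB, well above background on 3 of 4 SCE arrays, was 7.24 ± 1.21 (SD, n = 4) in SCE cows against a healthy group that was not well above background on any array, so it was at least 2.8-fold higher (two-sided exact permutation test, p = 0.057). SCE cow 833 had the highest CFB level, 8.74, and SCE cow 846, at 5.80, lay among the healthy cows. In WBC, C2 was 8.03 ± 0.46 (SD, n = 4) and 7.44 ± 0.11 (SD, n = 4), a log2 difference of 0.59 (standard error 0.21) with no overlap (two-sided exact permutation test, p = 0.029). Without SCE cow 836 the difference of C2 was 0.38. C3, well above background on 3 of 4 healthy arrays, was 7.67 ± 0.75 (SD, n = 4) and 6.72 ± 0.20 (SD, n = 4), a log2 difference of 0.95 (standard error 0.32; two-sided exact permutation test, p = 0.086). CFB was 8.80 ± 0.27 (SD, n = 4) and 8.16 ± 0.55 (SD, n = 4), a log2 difference of 0.64 (standard error 0.26; two-sided exact permutation test, p = 0.11), and 1 of its 4 probes went the other way, to -0.09. Healthy cow 850, with 8.98, lay among the SCE cows. Adjusted TREAT p was 1 for each of these values. All 10 probes of C3 had a higher mean in SCE cows in both tissues. From higher mRNA of complement components in both tissues, the paper proposes a local and systemic activation of the complement system in SCE. The paper's evidence includes RT-qPCR with more healthy cows, in which C2 and C3 were higher in both tissues of SCE cows.

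**Figure D2:**
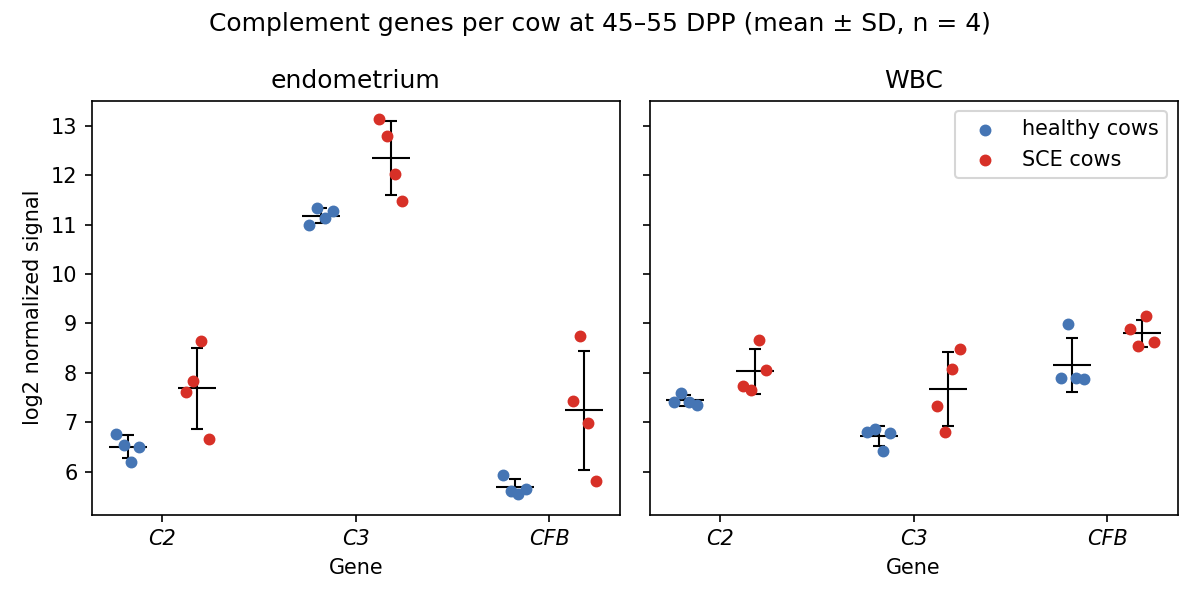
Log2 normalized intensity (vertical axis) of C2, C3 and CFB in the endometrium and WBC of healthy and SCE cows. Each point is 1 of 4 cows and the bars give the mean ± SD. C3 and CFB are on a different probe in each tissue, so heights are not comparable between tissues. In the endometrium all 4 SCE cows lie above all healthy cows for C3.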

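PF4 was measured by the same probe in both tissues. In the endometrium it was 6.47 ± 0.30 (SD, n = 4) in SCE cows and 5.97 ± 0.38 (SD, n = 4) in healthy cows, a log2 difference of 0.50 (standard error 0.23; two-sided exact permutation test, p = 0.14). It lay close to the limit of detection there, well above background on 2 SCE arrays and 1 healthy array. In WBC it was 14.29 ± 0.46 (SD, n = 4) and 13.48 ± 0.31 (SD, n = 4), a log2 difference of 0.81 (standard error 0.24; two-sided exact permutation test, p = 0.057). Unadjusted TREAT p was 0.17 in the endometrium and 0.024 in WBC, and adjusted p was 1 in both. Without SCE cow 833 the WBC difference was 0.61. All 3 probes of the gene had a higher mean in SCE cows in each tissue, by 0.45 to 0.74 in the endometrium and by 0.67 to 0.81 in WBC. The paper also reports PF4 higher by RT-qPCR in both tissues of SCE cows.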

Several studies have demonstrated alterations in peripheral leukocyte populations and function in dairy cattle during the post-partum period [37,38,39]. Inflammatory cytokines and complement fragments have been reported to be mediators of leucocytes recruitment during the inflammation [40]. It could be suggested that peripheral mediators identified in our study are involved in neutrophil recruitment to the inflamed endometrium. More generally, further studies will be required to determine whether variations in peripheral leukocyte populations (cell type and cell number) account for variations in gene expression.

*C3* mRNA abundance was higher in WBC of SCE animals at early phase of postpartum period (9–11 DPP). Our results indicate that immune signatures may be predictive of SCE as early as 9–11 DPP in animals that are susceptible to develop SCE. C2 and C3 proteins mediate various inflammatory reactions and orchestrate both local inflammation and the development of adaptive immune responses [41,42]. The present study suggests that inflammation due to postpartum SCE is present in endometrium and peripheral blood cells in dairy cattle. This could be correlated with recent findings suggesting that changes in the number and composition of monocytes in the periphery predict the development of postpartum uterine disease in Holstein cows [43]. 

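In WBC, CXCL8 was 10.92 ± 0.53 (SD, n = 4) in SCE cows and 9.82 ± 0.84 (SD, n = 4) in healthy cows, a log2 difference of 1.1 (standard error 0.41; two-sided exact permutation test, p = 0.11). Its unadjusted TREAT p was 0.037 and its adjusted p was 1. Without SCE cow 833 the difference was 0.84, and its 3 probes gave 1.1 to 1.31. TLR2 was 7.96 ± 0.16 (SD, n = 4) and 7.55 ± 0.11 (SD, n = 4), a log2 difference of 0.41 (standard error 0.13), with every SCE cow above every healthy cow (two-sided exact permutation test, p = 0.029). Tested against the 1.2-fold threshold, its unadjusted TREAT p was 0.15 and its adjusted p was 1, and its 4 probes gave 0.08 to 0.41. By RT-qPCR in more cows, the paper reports both CXCL8 and TLR2 higher in WBC of SCE cows.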

We found additional genes involved in innate immunity such *TLR2* and *CXCL8* were expressed at higher levels in circulating WBC from cows exhibiting postpartum SCE. Ours results are in keeping with published data reporting a similar increase of *CXCL8* mRNA expression in peripheral blood leucocytes of SCE cows 45–55 DPP [20] and *TLR2* mRNA in cows with mastitis [44]. *TLR2* is a cell-surface receptor that responds to microbial membrane components [45]. Based on the present study, we suggest that the abundance of *C2*, *C3*, *CXCL8*, *PF4* and *TLR2* mRNA expression in circulating white blood cells might represent useful markers for SCE in postpartum animals. Interestingly these result revealed a potential link between the activation of the complement system and SCE. Further studies are needed to explore how dysregulation of the complement system may be been implicated in the development of SCE in dairy cattle.

Interestingly, Muller et al. [46] identified several genomic regions associated with calving and fertility traits in Holstein. The location of three of selected candidate DEGs (*CXCL8*, *PF4* and *S100A8*) overlaps with three of these quantitative trait loci (QTL) regions. The *CXCL8* and *PF4* are located within regions associated with calving-to-conception interval or calving-to-first-estrous interval, while *S100A8* is within a stillbirth QTL region. A role of PF4 as a major player in the initiation and development of inflammatory diseases has been shown [47,48,49]. Others studies suggested that serum PF4 plays an important role as a potential biomarker of human chronic diseases, in particular inflammatory bowel disease [50]. Null mutations in murine *S100A8* show impaired early embryo development [51,52]. Mouse knock-out of the *C3* gene revealed that C3 plays an important role in early pregnancy [53]. Our study has not established whether the alteration of the expression of these genes may contribute to the negative impact on reproductive performance of SCE cattle, but this idea may be suggested. In human, it has been reported a potential linkage of severe preeclampsia to the most central complement gene, *C3* [54]. A broader genetic approach to identify SCE-related genes awaits further investigation [55,56].

Our data showed that circulating WBC collected from SCE cows expressed higher levels of *TRAPPC13* and *PRKCI* mRNA. 

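TRAPPC13 in WBC was 9.54 ± 0.71 (SD, n = 4) in SCE cows and 8.83 ± 0.18 (SD, n = 4) in healthy cows, a log2 difference of 0.71 (standard error 0.31; two-sided exact permutation test, p = 0.057). Without adjustment the TREAT p was 0.096, and with it 1. Leaving out 1 cow at a time moved the difference between 0.38, without SCE cow 833, and 0.92, and its 5 probes gave 0.06 to 0.71. PRKCI was 8.36 ± 0.38 (SD, n = 4) and 7.42 ± 0.31 (SD, n = 4), with all SCE cows above all healthy cows (two-sided exact permutation test, p = 0.029). Its difference had an unadjusted TREAT p of 0.0061 and an adjusted p of 1, and stayed between 0.82 and 1.09 with each cow left out. Its 3 probes gave 0.20 to 0.94. The paper's RT-qPCR in more cows also had TRAPPC13 and PRKCI higher in WBC of SCE cows.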

*TRAPPC13* is a member of a multi-subunit TRAPP complexes (TRAPP; also known as trafficking protein particle), which are key players in the regulation of endoplasmic reticulum-to-Golgi transport and autophagy in yeast and mammals [57,58]. Studies have shown that TRAPPC8 is required for cell entry of the human papilloma virus [59]. *In vitro* study reported that the loss of mammalian TRAPPC13 in cells protects against Golgi-disrupting agents [60]. However, to our knowledge, no study has reported a potential molecular or cellular function of *TRAPPC13* in peripheral blood leucocytes of cattle. *PRKCI* is a member of PKC family which consists of multiple serine/threonine kinases regulating diverse cellular functions such cell proliferation, differentiation, and carcinogenesis and apoptosis [61]. Recent study provided evidence that *PRKCI* mRNA is highly expressed in human squamous cell carcinomas of lung [62]. Based on the cellular functions of *PRKCI*, our data might suggest that in diseased animals, SCE promoted apoptosis and compromises cell repair in circulating immune cells.

Most importantly the present study underlines a time-dependent expression pattern of candidate genes encoding components of complement system, chemokines, Toll-like receptors and factors of cell communication during the postpartum period in healthy cows compared with SCE animals. At 1–4 DPP, WBC from healthy cows expressed higher levels of *ART5*, *CXCL8*, *PF4*, *PRKCI*, *TRAPPC13* and *TLR2* than in SCE animals, and then mRNA levels declined at 45–55 DPP. Our results were supported by findings reporting lower levels of *IL-1beta* expression in peripheral blood mononuclear cell of cattle with acute puerperal metritis, which might indicate impaired inflammatory responses and may contribute to the development of metritis in disease cows [21]. Galvao *et al*. [63] also observed that bovine monocytes isolated from diseased cows and stimulated with bacteria *in vitro* exhibited lower mRNA expression of pro-inflammatory cytokines than healthy cows from calving to 14 DPP. However, in contrast to our observations, the authors observe no significant difference for *CXCL8* expression between groups. Furthermore, *C3* mRNA level in circulating WBC from healthy cows was low at the early phase and increased at the late postpartum phase. In this context the dynamic regulation of inflammation-related gene transcripts may indicate an earlier activation of immune system in healthy animals, which could prevent the development of SCE. We suggest that SCE may compromise early sufficient and effective activation of immune system, leading to the development of uterine disease. It has been reported that inflammatory factors are expressed in bovine endometrium in a time-related manner during the postpartum period [35,36]. Our results indicate that quantification of *CXCL8*, *PF4*, *TRAPPC13* and *TLR2* mRNA in peripheral leucocytes in the first week of postpartum period might provide useful predictive indicators of healthy and diseased animals. Our approach revealed that gene analyses in circulating WBC obtained at 9–11 DPP represent an additional source of information about the ability of animals to develop SCE. Further studies are necessary to clarify the link between the dynamic regulation of these genes and health status in cows during the postpartum period, relatively to fertility in healthy endometrium.

The present study indicates that endometrial mRNA expression of candidate genes was influenced by the stage of estrous cycle in cows during the postpartum period. In SCE endometrium, an increased expression of genes encoding constituents of mucus barriers such *TFF3* and genes encoding acute phase protein such as *SAA3*, was noticeable. In addition, our findings identified that “estrogen response late pathways signaling” as a major biological pathway perturbed in SCE at 45–55 DPP. 

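In the endometrium the probe of TFF3 in the paper's table was 10.80 ± 1.06 (SD, n = 4) in SCE cows and 8.62 ± 0.84 (SD, n = 4) in healthy cows, a log2 difference of 2.19 (standard error 0.58) without overlap between the groups (two-sided exact permutation test, p = 0.029). Its unadjusted TREAT p was 0.0066 and its adjusted p was 1, and without SCE cow 833 the difference was 1.67. SAA3 was 16.92 ± 0.84 (SD, n = 4) and 14.47 ± 2.19 (SD, n = 4), a log2 difference of 2.45 (standard error 1.00; two-sided exact permutation test, p = 0.11). TREAT gave SAA3 an unadjusted p of 0.043 and an adjusted p of 1. With each cow left out, the difference lay between 1.84 and 3.47, and its 7 probes gave 0.18 to 2.71. The paper's RT-qPCR had both TFF3 and SAA3 affected by cycle stage in healthy endometrium. Stage was not balanced between the array groups, so it may share in both differences.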

Our study also demonstrates that antioxidant mechanisms operate within endometrium throughout the estrous cycle in healthy animals as previously demonstrated in sheep endometrium [64]. This finding might be related to the important role played by antioxidant enzymes in the regulation of uterine receptivity and the contribution of the endometrium to fertility [65].

## Conclusion

In summary our data indicate that mRNA expression alterations are associated with SCE in both circulating white blood cells and the endometrium of dairy cattle. Interestingly the peripheral and local responses to SCE are distinct in term of biological pathways and genes that are affected by the disease. In the endometrium, there was an increased expression of factors related to tissue remodeling, acute phase response, and LPS signaling. In circulating white blood cells, the main activated biological functions were linked to complement system, role of pattern recognition receptors, and movement of immune cells. 

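In WBC, the 7 listed genes of Complement System had a median log2 difference of 0.59 (range -0.72 to 0.95), with 5 higher and 2 lower in SCE cows. Among them, C1R rose by 0.72 and C3AR1 by 0.59. All 7 genes of Role of Pattern Recognition Receptors were higher, by 0.41 to 1.1 with a median of 0.94. They include CLEC6A, which rose by 1.1, and OAS1, by 0.69. Acute Phase Response Signaling had 6 of 7 higher (median 0.64) and IL-8 Signaling 5 of 8 (median 0.56). Unadjusted TREAT passed 3 genes of Complement System, 5 of Pattern Recognition Receptors, 2 of Acute Phase Response and 3 of IL-8 Signaling, and 0 of each passed after adjustment over all probes. Without SCE cow 833, the unadjusted numbers were 5, 3, 5 and 3. Adjusted over the list alone, 1 gene of Pattern Recognition Receptors (smallest p 0.043) and 1 of IL-8 Signaling (0.049) passed, and 0 of the other lists (0.071 in both). The study picked these members on the same arrays, so that count is not independent evidence. From its pathway analysis of these calls, the paper concludes that complement, pattern recognition receptors and movement of immune cells were the main activated functions in WBC.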

The complement and the immune systems seem both to be modulated locally and systemically during SCE. During post-partum, expression of immune genes including *C3*, *CXCL8*, *LTF*, *TLR2* and *TRAPPC13* in circulating white blood cells represent potential peripheral indicators of health status that deserve to be tested at a broader scale.

## Supporting information

S1 Fig Peripheral blood leucocytes composition. (**A**) Principal Component Analysis using the number of leucocytes, polymorphonuclear cells (PMN), lymphoid cells and monocytes determined in peripheral whole blood collected from dairy Holstein cows with subclinical endometritis (SCE, n = 8) and in healthy Holstein dairy cows (n = 14) at 45–55 days postpartum. (**B**) Number of leucocytes, PMN, lymphoid cells and monocytes determined in peripheral whole blood collected from subclinical endometritis (SCE, n = 8) and healthy cows (n = 14) at 45–55 days postpartum independently of the estrous cycle). (**C**) Number of leucocytes, PMN, lymphocytes and monocytes determined in peripheral whole blood when estrous cycle is considered. SCE cows, n = 5 with follicular phase, n = 1; luteal phase, n = 4; healthy cows, n = 10 with follicular phase, n = 6; luteal phase, n = 4). The significance of differences in the number of cells between groups of animals was determined using Man-Whitney, t-test. Data are mean values. * = P < 0.05; ** = P < 0.01.
(TIF) Click here for additional data file.

S2 Fig Ingenuity pathways molecule function networks in endometrium. Selected networks (based on the most important focus molecules) contain up-regulated and down-regulated differentially expressed genes (DEG) identified in endometrium of cows with subclinical endometritis (SCE, n = 4) compared with healthy (n = 4) cows at 45–55 days postpartum (DPP). Top functions in the selected networks are linked to (**A**) “Amino Acid Metabolism, Small Molecule Biochemistry, Lipid Metabolism”, with (**B**) “Cell-To-Cell Signaling and Interaction, “Cellular Movement, Hematological System Development and Function” and with (**C**) “Digestive System Development and Function, Organismal Functions, Lipid Metabolism”. Network displays nodes (genes/gene products) and edges (the biological relationship between nodes). Red and green shaded nodes represent up- and down-regulated gene expression, respectively. The color intensity of the nodes indicates the fold change increase (red) or decrease (green) associated with a particular gene. Solid line indicates a direct interaction between nodes (genes/gene products) and a dashed line indicates an indirect relationship between nodes. White symbols indicate neighboring genes that are functionally associated, but not included in the differentially expressed gene list. The shape of the node is indicative of its function (legend available online www.ingenuity.com).
(TIF) Click here for additional data file.

S3 Fig Disease and biological functions predicted by Ingenuity Pathway Analysis software (IPA) to be increased or decreased in endometrium and circulating blood cells of subclinical dairy Holstein cows at 45–55 days postpartum. The disease and biological functions those were over-represented in endometrium biopsies and in circulating white blood cells (WBC) of cows with subclinical endometritis (SCE, n = 4) compared with healthy (n = 4) cows at 45–55 days postpartum (DPP). Green and red arrows indicated the disease and biological functions that were increased or decreased in endometrium biopsies of SCE cows compared with healthy cows respectively. The predicted activation state was determined by Z-Score value which is a statistical measure of the match between expected relationship direction and observed gene expression. Z-score ≤ **-**2 or Z-score ≥ 2 is considered significant. Ps were insignificant (p < 0.05) for random datasets calculated using Fisher’s exact test.
(TIF) Click here for additional data file.

S4 Fig Ingenuity pathways molecule function networks in circulating white blood cells. Selected networks (based on the most important focus molecules) contain up-regulated and down-regulated differentially expressed genes (DEGs) identified in circulating white blood cells of cows with subclinical endometritis (SCE, n = 4) compared with healthy (n = 4) cows at 45–55 days postpartum (DPP). The most important functions in the selected networks are linked to (**A**) “Endocrine System Development and Function, Lipid Metabolism, Small Molecule Biochemistry”, (**B**) “Humoral Immune Response, Protein Synthesis, Hematological System Development and Function”, (**C**) “Cell Cycle, Reproductive System Development and Function, Cardiovascular Disease”. For more explications see legend in Supplemental S2 Fig.
(TIF) Click here for additional data file.

S5 Fig Gene expression in endometrium and in circulating white blood cells of Holstein dairy cows at 45–55 days postpartum. (*Top panel*): Expression levels of *CAT*, *LTF*, *SAA3*, *SOD1*, *SOD2* and *TFF3*, gene transcripts were quantified by RT-qPCR analyses in endometrial biopsies collected from 3 cows with subclinical endometritis (SCE) and from 10 healthy cows that were subdivided in “follicular phase” group (n = 5) and “luteal phase” group (n = 5 at 45–55 days postpartum (DPP). (*Bottom panel*): Expression levels of *ART5*, *C2*, *C3*, *CXCL8*, *LTF*, *PF4*, *PRKCI*, *TLR2* and *TRAPPC13* gene transcripts were quantified by RT-qPCR analyses in circulating white blood cells collected from cows with subclinical endometritis (SCE, n = 7, follicular phase, n = 1, luteal phase, n = 4, undetermined estrous cycle, n = 2) and from 10 healthy cows (follicular phase, n = 5; luteal phase n = 5) at 45–55 days postpartum (DPP). Relative gene expression was determined by normalization to the two most stable reference genes (*GAPDH* and *TPRG1L*).
(TIF) Click here for additional data file.

S6 Fig Temporal changes of gene expression in circulating white blood cells of Holstein dairy cows during the postpartum period. Expression levels of *ART5*, *C2*, *C3*, *CXCL8*, *LTF*, *PF4*, *PRKCI*, *TLR2* and *TRAPPC13* gene transcripts were quantified by RT-qPCR in 4 cows with subclinical endometritis (SCE, follicular phase, n = 1, luteal phase, n = 1; undetermined estrous cycle, n = 2) and 10 healthy cows (follicular phase, n = 6; luteal phase, n = 3; undetermined estrous cycle, n = 1) at 1–4, 9–11 and 45–55 days postpartum (DPP). Relative gene expression was determined by normalization to the two most stable reference genes (*GAPDH* and *ACTB*). All expression data for gene transcripts of interest are expressed as mean calibrated normalized relative quantity (CNRQ) values in arbitrary units. The significance of differences in gene expression levels between groups of animals was determined by Mann-Whitney U test at *p* < 0.05. Results are mean ± SEM.
(TIF) Click here for additional data file.

S1 Table Classification of the animals used in this study according to health status and estrous cycle. “Undetermined”: when the stage of estrous cycle could not be obtained.
(DOCX) Click here for additional data file.

S2 Table Primer sequences used for real time PCR quantification of transcript levels of housekeeping genes *(GAPDH*, *ACTB* and *TPRG1L*) and a selection of differentially expressed genes (DEGs). (XLSX) Click here for additional data file.

S3 Table Differentially expressed genes (DEGs) identified in endometrium Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S4 Table Differentially expressed genes (DEGs) identified in circulating white blood cells of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S5 Table Networks associated with differentially expressed genes in endometrium of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S6 Table Diseases and biological functions associated with differentially expressed genes in endometrium of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S7 Table Disease and Biological functions analysis of differentially expressed genes in subclinical compared with healthy dairy Holstein cows at 45–55 days postpartum (Ingenuity pathway analysis-IPA). Top 15 disease and biological functions (numbers of focus molecules and p < 0.05) are shown in table. The disease and biological functions those were over-represented in endometrium biopsies and in circulating white blood cells mRNA at 45–55 days post-partum (DPP) in cows with subclinical endometritis (SCE) compared with healthy cows. Ps were insignificant (p < 0.05) for random datasets calculated using Fisher’s exact test. The list of genes under each category is provided in S3 and S4 Tables.
(DOCX) Click here for additional data file.

S8 Table Canonical pathways associated with differentially expressed genes in endometrium of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S9 Table Upstream regulators predicted to account for differences in gene expression observed in endometrium of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S10 Table Networks associated with differentially expressed genes in circulating white blood cells of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S11 Table Diseases and biological functions associated with differentially expressed genes in circulating white blood cells of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S12 Table Canonical pathways associated with differentially expressed genes in circulating white blood cells of Holstein dairy cows (subclinical endometritis versus healthy; n = 4/condition) at 45–55 days postpartum. (XLSX) Click here for additional data file.

S13 Table Upstream regulators predicted to account for differences in gene expression observed in circulating white blood cells of Holstein dairy cows (subclinical endometritis versus healthy; n = 4) at 45–55 days postpartum. (XLSX) Click here for additional data file.

# Supplementary material for: Subclinical endometritis in dairy cattle is associated with distinct mRNA expression patterns in blood and endometrium
**Source:** PLoS One. 2019 Aug 2;14(8):e0220244. doi: 10.1371/journal.pone.0220244
**Supplement:** S1 Table — “Undetermined”: when the stage of estrous cycle could not be obtained.

| Cow phenotype | | | | Composition of peripheral blood cells | Microarrays (endometrium and WBC) | Total RNA available for RT-qPCR | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Health status | | estrous cycle | |  |  | 45-55 days post-partum | | Time course |
|  |  |  |  |  |  | WBC | endometrium | WBC |
| Healthy | 17 | Luteal phase | 6 | 4 | 2 | 5 | 5 | 3 |
|  |  | Follicular phase | 7 | 6 | 2 | 5 | 5 | 6 |
|  |  | undetermined | 4 | _ | _ | _ | _ | 1 |
| Subclinical endometritis (SCE) | 9 | Luteal phase | 4 | 4 | 3 | 4 | 3 | 1 |
|  |  | Follicular phase | 1 | 1 | 1 | 1 | _ | 1 |
|  |  | undetermined | 4 | _ | _ | 2 | _ | 2 |

# Supplementary material for: Subclinical endometritis in dairy cattle is associated with distinct mRNA expression patterns in blood and endometrium
**Source:** PLoS One. 2019 Aug 2;14(8):e0220244. doi: 10.1371/journal.pone.0220244
**Supplement:** S7 Table — Top 15 disease and biological functions (numbers of focus molecules and p < 0.05) are shown in table. The disease and biological functions those were over-represented in endometrium biopsies and in circulating white blood cells mRNA at 45–55 days post-partum (DPP) in cows with subclinical endometritis (SCE) compared with healthy cows. Ps were insignificant (p < 0.05) for random datasets calculated using Fisher’s exact test. The list of genes under each category is provided in S3 and S4 Tables.

**Endometrium**

**Circulating white blood cells**

How the deposited data were processed for this re-analysis (not part of the article)

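Circulating WBC and endometrial biopsies of 4 SCE cows and 4 healthy cows were each measured on 1 one-colour array at 45 to 55 days post-partum, 16 arrays in all. Samples were assigned to tissue, status and cow from the labels of the series. All unit values are spot intensities. The authors extracted the intensity of each spot with Agilent Feature Extraction 10.10.1.1 and deposited these intensities with their background estimates and quality marks, without normalization. They also deposited a table of normalized intensities. Its columns hold the same set of values in different orders, and they differ from quantile-normalized scanner medians of the same spots by a median of 0.0415% and at most 2.54%, so the table was used as the authors' quantile-normalized linear intensities.

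From these files, the median signal of each spot was read without background correction. Control spots and spots marked as non-uniform or population outliers (190 to 465 per array) were left out, the log2 values were quantile-normalized over all 16 arrays, and spots of 1 probe were averaged. At most 1 spot per array was saturated. Probe names were matched to the RefSeq gene table of the cattle genome, which named 26517 probes (56.9%) by accession, 6173 (13.2%) by their symbol and 160 by an older symbol. The paper's tables named 236 more, and 13529 (29.0%) kept the name in the files. Of the probes, 43603 lay on 1 spot, 2962 on 3 spots and 50 on 4.

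SCE and healthy cows were compared within each tissue with limma 3.58.1 in R 4.3.3 (lmFit and treat with a fold threshold of 1.2), with Benjamini-Hochberg adjustment over probes at 0.05, and the same counts were taken without adjustment. A gene counted when at least 1 probe passed. FCROS was written anew from its description, with 16 pairs of arrays, 25% of ranks trimmed at each end and f-value limits of 0.005 and 0.995. Whole profiles were compared by the pseudo-F of Euclidean distances with an exact permutation test over the 35 splits of 8 cows into 4 and 4. The tissue difference and the difference of the SCE effect between tissues were tested in 1 model of 4 groups. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with fry, on the mean of each gene's probes. The lists covered neutrophil, monocyte and macrophage, T cell, B cell, plasma cell, cytotoxic cell, platelet, erythroid, interferon response, complement, acute phase, cell cycle, epithelium, ciliated epithelium, stroma, endothelium and smooth muscle genes. A pair of adipocyte lists was added after the values of some adipocyte genes had been seen. Tables were handled with data.table 1.17.8, statmod 1.5.0, Python 3.11.15 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.

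The mapping of samples, the comparisons, the tests, the marker lists other than those of adipocytes, and the alternatives were chosen before the data were examined, except where the text says otherwise. So was the rule for the genes named in the text. It takes the 19 genes that the paper reports in both tissues, the genes it took to RT-qPCR, the members of Complement System in WBC and of Acute Phase Response Signaling in both tissues, and in each tissue the 5 genes with the largest rise and the 5 with the largest fall among those past TREAT (unadjusted, since fewer than 5 passed adjusted) without overlap of the groups. For a gene in S3 or S4 Table the probe of that table was used, otherwise the probe with the highest mean signal. Members of further pathways were read from the supplement as lists. One gene that the rule takes is not reported here.

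The alternatives were normalization within each tissue, the scanner software's processed signal scaled to the 75th percentile, normexp background correction with an offset of 50, the authors' normalized values, each spot tested on its own, the mean of a gene's probes, a filter for probes well above background on all 4 arrays of a group, TREAT thresholds of 0 and 1.1-fold, a trended and robust prior variance, the row of the slide as a block, all 16 arrays in 1 fit, the cow as a block where tissues were compared, and leaving out each cow in turn. One more setting, tests per spot on the authors' normalized values with control spots and a log2 threshold of 0.1, was added after the values were seen.

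The 2 arrays of a cow come from 1 animal, and so are paired. The correlation across 33949 probes between the deviations of a cow's WBC and endometrium arrays from their group means was 0.07, 0.14, 0.10 and 0.11 in healthy cows 841, 850, 877 and 883 and -0.09, -0.27, 0.06 and -0.03 in SCE cows 718, 833, 836 and 846. The identity of cows was checked on probes whose values fell into 2 classes in both tissues. For every cow the WBC array most like its endometrium array was its own, with 88.9% to 100% of probes in the same class.

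TREAT, FCROS and the contrasts between tissues were run on simulated data with 200 changed probes, the pseudo-F on simulated data with no change and with a shift of every probe, and camera on a simulated list of changed genes. No simulation was run for fry. The depth of an array is given by its signal over background, as listed with the arrays, and no interval from counts applies to intensities. The copies of S3 and S4 Tables used here hold 510 and 338 rows against 512 and 340 genes in the paper, so no enrichment was tested on them. RT-qPCR values, blood cell counts, the time course, the networks and scores of the pathway software and the stage of the estrous cycle were not analysed here.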

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

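In this part, the identity test, the array-signal test and the comparison with WBC for SCE cow 846 were chosen only after the result was seen, and the tests for SCE cow 833 were written after its first adipocyte genes had been seen but before the genes they use.

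Among 194 groups of 4 arrays, 16 (8.25%) held an array whose gap to the nearest other array took up more of the group's range than Dixon's critical value for 4 values allows. Chance gives about 1 in 20 groups, 9.7 here, so most of these gaps need no explanation of their own.

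The endometrium array of SCE cow 833 scored 145.8 on the second principal component, where the other SCE cows scored from -32.1 to -19.1. TNFRSF11B was 5.57 on it, with the other SCE cows at 7.76 to 7.84. It also carried a signal in genes that the paper does not discuss. FABP4 was 18.28, against 5.57 to 6.10 on the other 7 endometrium arrays. ADIPOQ was 13.24 (5.50 to 5.89 on the others), CIDEC 13.33 (5.50 to 5.89) and PLIN1 11.00 (5.94 to 6.58). All 9 adipocyte genes seen first were above the other 7 arrays, by a median log2 difference of 5.07. A second list of adipocyte genes, written down before their values were looked at, had 16 measured genes, and 16 of 16 were higher than on all other endometrium arrays, by a median of 2.14. None of 10000 random lists matched on level reached that median, the highest being 0.65. Of these genes, 6 of the 9 and 13 of the 16 were above background on at least 4 of the other 7 endometrium arrays, 0 were shared with another list, and 1 and 0 were in S3 or S4 Table. The tables argue against low signal of the whole array, since the second list was higher by 1.66 before normalization, and against normalization over both tissues, since it was higher by 3.12 with each array scaled to its own 75th percentile. They argue against blood cells, since 21 of the 25 adipocyte genes were above every WBC array, and against a biopsy of another cow, since 88.9% of 54 probes that fall into 2 classes were in the same class on both arrays of cow 833 and at most 70.4% on its array and that of any other cow. Adipose tissue in the biopsy is a candidate explanation that met its test, and it remains a hypothesis, found and tested on the same array. The other 3 SCE cows did not share the signal, and no other biological source was tested.

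The same array had the lowest signal, a net median of 79.0 against 248 to 316 on the other endometrium arrays. Weaker labelling, hybridization or scanning of the whole array would dim the spike-in spots too. The 7 spike-in probes were instead brighter by 1.49 on the log2 scale than the median of the other endometrium arrays (14.45, against 12.87 to 13.38), while the median spot differed by -1.59. That argues against a dimmer array as a whole. Sample signal relative to the spike-ins was thus lower on this array. Whether less sample RNA was the cause was not tested and stays open.

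In the endometrium of SCE cow 846, LTF was 10.62, with the other SCE cows from 14.61 upward. Over all probes of each gene, LTF was 9.46 (13.10 to 13.78 in the other SCE cows), SLPI 6.13 (7.23 to 8.48), PI3 8.31 (12.03 to 13.76) and INHCA 7.23 (9.49 to 10.03), all close to healthy cows. The tables argue against a biopsy of another cow, with 100% of 53 probes in the same class on both arrays of this cow, and against low array signal, with a net median of 291. They argue against fewer neutrophils with the expression of those in blood, since 4 of the 4 genes were higher in each of the other SCE biopsies than on every WBC array (LTF 6.62 to 7.66 in WBC, SLPI 5.83 to 6.05, PI3 7.09 to 7.89, INHCA 5.86 to 7.34). Fewer neutrophils with another expression in the tissue stay open. The neutrophil list was lower than the mean of the other SCE cows by a log2 difference of -0.47, at 7.56 (7.62 to 8.50 in the other SCE cows, 7.40 to 7.74 in healthy cows), with 8 of 11 genes above background in the endometrium. Less epithelium stays open too, with a list difference of -0.67 at 9.18 (9.15 to 10.29 in the other SCE cows) and 11 of 11 genes above background. The mean of a list cannot be set against the change of single genes, so neither value decides. The stage of the estrous cycle, which was not matched to cows, and a milder inflammation are open and untested.

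In WBC of SCE cow 833 the net median signal was 202.5, where the other SCE arrays had 90.5 to 106. Ranges in brackets below are those of the other cows of the same group and tissue. In the same array CAT was 11.29 (10.59 to 10.66) and MRAS was 6.71 (7.78 to 7.91). CDHR5 was 6.84 in SCE cow 846 (5.62 to 5.82), and TC411502 was 7.09 in SCE cow 718 (7.54 to 7.58). Among healthy cows in WBC, cow 850 had CFB at 8.98 (7.88 to 7.89) and MITF at 7.12 (7.32 to 7.36). Cow 841 had KRT80 at 5.53 (5.73 to 5.77) and TRAPPC13 at 9.10 (8.72 to 8.78), and cow 883 had MRAS at 6.58 (6.92 to 6.98). In the endometrium of healthy cows, CXCL8 was 6.71 in cow 883 (6.89 to 6.90). There, cow 841 had TLR2 at 16.73 (17.29 to 17.33) and NDP at 12.39 (10.88 to 11.00). No technical or biological explanation of these single values was tested, and their number is within reach of chance.

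No difference between the SCE effects in the 2 tissues was set apart, since 0 genes passed the adjusted interaction test in limma with all cows, although 183 passed without adjustment.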

How the results depend on the processing

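In this part, the tests per spot on the authors' normalized values were chosen only after the result was seen.

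The count of genes past adjusted TREAT was 0 in both tissues under every alternative run, with each cow left out as well (0 to 0), and under the added setting. The smallest adjusted p over these was 0.348 in the endometrium, with all 16 arrays in 1 fit, and 1 in WBC. Probes past FCROS stayed within 1.5 times the main count under every alternative that kept all cows (311 to 576 in the endometrium, 282 to 553 in WBC). The pseudo-F did not pass its exact permutation test under any setting. The number of genes that differ between endometrium and WBC ranged from 13978 (mean of a gene's probes) to 20179 (threshold of 0).

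The unadjusted counts moved by more than 1.5 times. In the endometrium, 164 genes (89 higher, 75 lower) became 360 (228 and 132) with processed signals scaled to the 75th percentile, 98 (56 and 42) with the mean of a gene's probes, 762 (327 and 435) with a threshold of 0, 376 (179 and 197) with a threshold of 1.1-fold, 399 (184 and 215) with all 16 arrays in 1 fit, and 540 (243 and 297) under the added setting. In WBC, 47 genes (30 higher, 17 lower) became 224 (137 and 87), 24 (17 and 7), 604 (280 and 324), 195 (98 and 97) and, under the added setting, 350 (173 and 177). Fewer values tested (mean of probes) and a lower threshold act by construction. For the processed signals and the single fit the cause was not tested. The calls with processed signals included 133 of the 164 and 40 of the 47 genes, and those of the single fit 149 of the 164 and 21 of the 47. The share of genes higher in SCE cows was 54.3% in the endometrium and 63.8% in WBC, and 63.3% and 61.2% with processed signals. A threshold of 0 gave 42.9% and 46.4%. Genes past TREAT in both tissues numbered 6 with processed signals, 2 with normexp, 0 with the mean of probes, 29 with a threshold of 0, 8 at 1.1-fold and 22 under the added setting.

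With each cow left out, unadjusted counts ranged from 118 (without healthy cow 877) to 620 (without SCE cow 846) in the endometrium and from 47 (without SCE cow 836) to 618 (without SCE cow 833) in WBC. Only 130 of the 620 genes and 35 of the 618 were among those called with all cows. FCROS counts ranged from 100 to 359 in the endometrium and from 0 (without SCE cow 833) to 362 in WBC, and the pseudo-F from 0.657 to 1.1 and from 0.447 to 1.25. Genes past TREAT in both tissues ranged from 2 to 7, the tissue difference from 15423 to 17373 genes, and the adjusted interaction from 0 to 4 genes (4 without SCE cow 846, smallest adjusted p 0.0187, against 0.132 without healthy cow 883 and 1 in every other setting).

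With the cow as a replicate block, which pairs the arrays of 1 animal, 16101 genes (7167 higher in the endometrium, 9740 higher in WBC) differed between the tissues, and 0 genes passed the adjusted interaction. The consensus correlation between the arrays of a cow was -0.0611. The outcome of both tests stayed as without the block. With the row of the slide as a block, 200 genes passed unadjusted TREAT in the endometrium and 50 in WBC, of which 143 and 40 were among the calls without it.

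Of the marker lists, 7 passed camera after adjustment in the endometrium and 5 in WBC, and with fry in place of camera 0 and 0, with all cows and both tissues normalized together. With each cow left out, the endometrium had from 2 (without SCE cow 718) to 11 (without SCE cow 836) and WBC from 3 to 7.

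Of 89 values of named genes, 35 passed unadjusted TREAT. Direction and side of the threshold were kept by 86 of them with each spot tested alone, 85 within-tissue normalized, 83 with normexp, 82 with the slide row as a block, 79 with processed signals, 73 with the mean of probes and 53 with a threshold of 0, where 36 more passed and 71 did in all. Leaving out 1 cow kept between 72 and 81. The values whose sign turned or became 0 had small differences with all cows, except AHSG in the endometrium at 0.43. SOD1 in the endometrium became 0 with processed signals, and TLR2 in the endometrium became -0.08 with the authors' normalized values, -0.12 with the mean of probes, -0.14 without healthy cow 841 and -0.11 without SCE cow 836, and at most 0.06 without any 1 cow. With the mean of probes, PRKCI in the endometrium became -0.02 and AHSG in the endometrium -0.04. Leaving out 1 cow at a time, SAA3 in WBC ranged from -0.21 to 0 (without healthy cow 841) and SOD1 in WBC from -0.52 to 0 (without SCE cow 846). The cause was not tested. Signal over background limits LHX2, OSMR, AHSG, IL37 and, in WBC, KRT80, whose probes no array of the tissue measured well above background.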

Differences from the paper's values

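In this part, the tests per spot on the authors' normalized values, called the added setting, were chosen only after the result was seen.

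The paper reports 512 differentially expressed genes in the endometrium and 340 in WBC at a false discovery rate of 5%, where 0 and 0 passed adjusted TREAT here (164 and 47 unadjusted, and 425 and 391 probes by FCROS). None of the alternatives set before the data were examined came within the paper's adjusted counts. Set against the unadjusted counts of 164 and 47, the paper's 512 was reached within 1.5 times by processed signals (360), a threshold of 0 (762), a threshold of 1.1-fold (376), all 16 arrays in 1 fit (399) and leaving out SCE cow 846 (620), and its 340 by none of them. The added setting, chosen after seeing the values, gave 540 and 350 genes.

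For direction, the paper gives 231 genes higher and 281 lower in the endometrium of SCE cows, against 89 and 75. The 231 was reached within 1.5 times by processed signals (228), a threshold of 0 (327), 1.1-fold (179), all 16 arrays in 1 fit (184) and leaving out healthy cow 883 (165) or SCE cow 846 (234). The 281 was reached by 1.1-fold (197), all 16 arrays in 1 fit (215) and leaving out SCE cow 846 (386). In WBC the paper gives 169 higher and 171 lower, against 30 and 17. The 169 was reached by processed signals (137) and leaving out SCE cow 833 (143), the 171 by no alternative set before the data were examined. The added setting, chosen after seeing the values, gave 243 and 297 in the endometrium and 173 and 177 in WBC.

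The paper gives 19 genes common to both tissues, 493 of the endometrium alone and 321 of WBC alone, against 1, 163 and 46. No alternative set before the data were examined reached the 19. The 493 was reached within 1.5 times by processed signals (354), a threshold of 0 (733), 1.1-fold (368) and leaving out healthy cow 883 (337) or SCE cow 846 (616), and the 321 by processed signals (218). The added setting, chosen after seeing the values, gave 22, 518 and 328, and all 19 of the paper's common genes were among the 22.

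Of 70 values of named genes in S3 and S4 Tables, 3 differ by more than the standard error of the difference under the main settings. Across the alternatives that kept all cows and were set before the data were examined, 54 named values differed under some setting. An alternative reached the paper's value when it came within its own standard error. For LHX2 in the endometrium the paper's log2 difference is -0.65, against -0.26 here, and it was reached by processed signals (-0.54) and each spot tested alone (-0.56). For RYBP in WBC it is -0.43, against -0.29, and only each spot tested alone (-0.43) closed the gap. With processed signals (-0.27), the authors' normalized values (-0.30), probes well above background (-0.29), a trended prior variance (-0.29), or without healthy cow 850 or 877 or SCE cow 836 or 846, the paper's value lay within the standard error but the value stayed short of it. For CARD10 in WBC it is -0.52, against -0.26, and it was reached by processed signals (-0.59) and each spot alone (-0.49). Under the other alternatives set before the data were examined, these 3 differ too.

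By direction, the text places LHX2 among the genes that fell in both tissues, whereas here its log2 difference was -0.26 in the endometrium and 0.37 in WBC. It places ZCCHC17 among the genes that moved in opposite directions, whereas here it was -0.38 in the endometrium and -0.44 in WBC. That direction holds for the probes of S3 and S4 Tables, but only 1 of the 3 ZCCHC17 probes in WBC (range -0.44 to 0.15) and 2 of 3 in the endometrium have it. For LHX2, 2 of 3 probes in each tissue have the direction given, and no array measured the probe of those tables well above background. S3 and S4 Tables have the same signs as the values here for all 70 named values. Of the 510 and 338 table entries read, 509 and 338 have the same direction here, and 142 and 41 pass unadjusted TREAT.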

Other observations

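In this part, the test of the p-values in S3 and S4 Tables was chosen only after the result was seen.

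Other groupings of the same cows show whether chance can be excluded for each count. For the adjusted TREAT counts of 0 in the endometrium, in WBC and for the interaction, all 35 splits of 8 cows into 4 and 4 are at least as large by definition, so they decide nothing. Unadjusted TREAT gave 164 genes in the endometrium, and 29 of the 35 splits gave as many (median 282). In WBC it gave 47, and 34 of the 35 splits gave as many (median 142). FCROS counts were matched by 2 splits in the endometrium and 4 in WBC, although such a count can be 0 where TREAT calls are most numerous. The overlap of 1 gene between tissues was matched by 35 splits. Separation on called probes was matched by 32 splits in the endometrium and 6 in WBC. The number of marker lists past camera was matched by 9 splits in the endometrium and 2 in WBC. Under the added setting per spot, 30 splits matched the 540 genes of the endometrium and 35 matched the 350 of WBC. Grouping of cows by chance can therefore be excluded for none of the results that the splits could decide. For the difference between tissues it can, since of 100 splits of the 16 arrays only the real one, 1 split, gave as many as 16291 genes, though tissue and slide coincide.

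A split of the cows by their row on the slide gave 763 unadjusted genes in the endometrium and 139 in WBC, more than SCE status did. It gave 331 FCROS probes in WBC and 0 in the endometrium. With that row as a block, SCE status gave 200 and 50 genes.

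The p-values in S3 and S4 Tables were compared with p-values recomputed from the authors' normalized values. Unadjusted TREAT p-values with a log2 threshold of 0.1 differed from those tables by at most 0.00039%, and f-values by at most 5e-07, whereas the smallest adjusted p-value on the same values was 0.99998. The values in the tables are thus consistent with p-values that were not adjusted for the number of probes, a difference of 0.00039% being the largest found.

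Marker lists of cell types and processes were tested between SCE and healthy cows with camera, adjusted over all lists of both tissues. Values are mean log2 differences with adjusted p. In the endometrium, plasma cell genes were higher by 0.85 (adjusted p 0.0036; 5 of 5 genes higher), ciliated epithelium by 0.45 (0.0036; 10 of 10), complement by 0.37 (0.0052; 16 of 22), neutrophil by 0.37 (0.0057; 10 of 11), epithelium by 0.43 (0.010; 9 of 11) and acute phase by 0.62 (0.012; 7 of 13, median 0.04). Stroma was lower, at -0.66 (0.0049; 0 of 8 higher). The others did not pass: T cell 0.12 (0.083), platelet 0.12 (0.085), cytotoxic cell 0.12 (0.17), endothelium 0.33 (0.17), erythroid 0.10 (0.28), B cell 0.05 (0.37), cell cycle 0.11 (0.41), smooth muscle -0.13 (0.70), monocyte and macrophage 0.04 (0.82) and interferon response 0.03 (0.91).

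In WBC, complement was higher by 0.15 (adjusted p 0.0028; 17 of 22 genes), monocyte and macrophage by 0.18 (0.0036; 10 of 11), platelet by 0.25 (0.0036; 6 of 7), cytotoxic cell by 0.21 (0.0041; 8 of 9) and interferon response by 0.29 (0.012; 11 of 14). Erythroid was -0.22 (0.18), neutrophil -0.08 (0.36), B cell -0.11 (0.36), T cell -0.02 (0.70) and cell cycle -0.02 (0.91). With fry, which estimates the correlation between genes from the arrays, 0 lists passed in either tissue under the main settings, and the smallest adjusted p was 0.053, for platelet in the endometrium and for monocyte and macrophage in WBC. Both lists had an adjusted p of 0.048 with each tissue normalized separately. The platelet list had 0.0083 without healthy cow 841, and the monocyte and macrophage list 0.024 without healthy cow 850. No list shares a gene with another. Of the complement list 7 genes, of the acute phase list 4, of the erythroid list 2 and of the neutrophil, monocyte and macrophage, cytotoxic cell, platelet and epithelium lists 1 each are in S3 or S4 Table, as far as these were read.

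A hypothesis for the genes higher in WBC is a shift in the cells present. In a larger set of cows, the paper reports higher blood numbers of leucocytes, lymphoid cells and monocytes in SCE. The shares of cell types in the samples on these arrays are not known. More neutrophils among WBC would raise the neutrophil list together with CXCL8 and TLR2. Its mean difference was -0.08, with 3 of 11 genes higher (two-sided exact permutation test, p = 0.54) and all 11 above background in WBC. A mean near 0 over genes that go both ways decides nothing, so this stays open. More platelets would raise other platelet genes with PF4. Their mean difference was 0.17, with 5 of 6 genes higher (two-sided exact permutation test, p = 0.14), PPBP by 0.31 and ITGB3 by 0.33, and this stays open too. More monocytes would raise the monocyte and macrophage list with C2, C3 and CFB. Its mean difference was 0.18, with 10 of 11 genes higher (two-sided exact permutation test, p = 0.057), and 9 of the 11 were above background, so this stays open as well, as does a change of expression within the cells. The groups are too few to tell these apart.

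Marker levels on the endometrium array of SCE cow 833 left the range of the other 7 arrays upward for endothelium (12.00, others 9.65 to 10.56), neutrophil (8.50, others 7.40 to 7.97), erythroid (7.35, others 6.78 to 6.92), complement (9.75, others 8.68 to 9.53) and acute phase genes (8.46, others 7.37 to 8.42), and downward for stroma (11.75, others 12.70 to 14.19). PPARG was 13.55 on it (others 7.60 to 9.80) and CD36 13.98 (others 6.11 to 7.19). These genes were named after their values were seen, and no separate explanation of these levels was tested.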
